# Comparison studies identify mesenchymal stromal cells with potent regenerative activity in osteoarthritis treatment

**DOI:** 10.1038/s41536-024-00358-y

**Published:** 2024-04-01

**Authors:** Hongshang Chu, Shaoyang Zhang, Zhenlin Zhang, Hua Yue, Huijuan Liu, Baojie Li, Feng Yin

**Keywords:** Mesenchymal stem cells, Stem-cell therapies, Stem-cell research

## Abstract

Osteoarthritis affects 15% of people over 65 years of age. It is characterized by articular cartilage degradation and inflammation, leading to joint pain and disability. Osteoarthritis is incurable and the patients may eventually need joint replacement. An emerging treatment is mesenchymal stromal cells (MSCs), with over two hundred clinical trials being registered. However, the outcomes of these trials have fallen short of the expectation, due to heterogeneity of MSCs and uncertain mechanisms of action. It is generally believed that MSCs exert their function mainly by secreting immunomodulatory and trophic factors. Here we used knee osteoarthritis mouse model to assess the therapeutic effects of MSCs isolated from the white adipose or dermal adipose tissue of *Prrx1-Cre; R26*^*tdTomato*^ mice and *Dermo1-Cre; R26*^*tdTomato*^ mice. We found that the *Prrx1*-lineage MSCs from the white adipose tissues showed the greatest in vitro differentiation potentials among the four MSC groups and single cell profiling showed that the *Prrx1*-lineage MSCs contained more stem cells than the *Dermo1* counterpart. Only the *Prrx1*-lineage cells isolated from white adipose tissues showed long-term therapeutic effectiveness on early-stage osteoarthritis models. Mechanistically, *Prrx1*-lineage MSCs differentiated into Col2^+^ chondrocytes and replaced the damage cartilage, activated Col1 expressing in resident chondrocytes, and inhibited synovial inflammation. Transcriptome analysis showed that the articular chondrocytes derived from injected MSCs expressed immunomodulatory cytokines, trophic factors, and chondrocyte-specific genes. Our study identified a MSC population genetically marked by *Prrx1* that has great multipotentiality and can differentiate into chondrocytes to replace the damaged cartilage.

## Introduction

Osteoarthritis (OA) is a common degenerative disease that affects the knee, hip, and other joints, causing joint pain and disability^1–4^. Genetic makeup, age, physical fitness, and sport injuries are the main causes of OA^2,5,6^. The disease has a significant impact on the quality of life and causes huge socioeconomic burdens, which will become an even greater challenge in the future due to aging of the population^7,8^. At present, OA is treated with conservative and/or surgical approaches, with the former using drugs such as corticosteroids and hyaluronic acid and the latter using cleaning surgery, joint replacement, or chondrocyte implantation^9,10^. The conservative treatment can only temporarily relieve the symptoms while the surgical treatment has a limited use-life^2^. Recently, mesenchymal stromal cells (MSCs) have emerged as a promising treatment for OA^11–14^. More than two hundred related clinical trials have been registered at the clinicaltrials.gov^15^. However, the outcomes have been heterogenous and the effects do not last long^16^. As such, reliable and repeatable MSC product is still in shortage for OA treatment.

MSCs can be conveniently obtained from the bone marrow, adipose tissue (stromal vascular fraction (SVF)), umbilical cord, dermis, or other tissues and they readily expand in vitro^17,18^. They represent a mixture of stromal cells of the above tissues and are defined by the in vitro properties: adherence to culture dishes, expression of CD73, CD90, and CD105 but not CD31 or CD45 (for human MSCs), and capability to differentiate into osteoblasts, chondrocytes, and adipocytes in vitro^19,20^. Preclinical and clinical studies have shown that MSCs have limited ability to differentiate into chondrocytes to regenerate the damaged cartilage^16^. Instead, they exert their function mainly via producing immunomodulatory cytokines, e.g., IDO, TSG6, and PGE2, and trophic growth factors, e.g., HGF, TGFβ, and FGFs, which can act on the immune cells and resident articular chondrocytes, respectively^21,22^. Besides the soluble factors, extracellular vesicles from MSCs can also inhibit inflammation and promote cartilage regeneration^23–25^. These mechanisms of action explain why the in vitro MSC differentiation potential does not reflect their effectiveness in OA treatment^16^.

The heterogeneous nature of MSCs, uncertain mechanisms of action, and lack of markers to predict the therapeutic effects of MSCs constitute the major obstacles of MSC-based therapy^26,27^. In particular, the heterogeneity of MSCs can be caused by the differences in the donors, tissues used, MSC subpopulations within a tissue, and in vitro culture conditions^21,28,29^. Indeed, there are studies showing that MSCs from adipose tissues are more stable and better than bone marrow MSCs in OA treatment^30,31^; that subpopulations of human MSCs expressing CD271 or CD146 are more effective on OA model mice^32,33^; and that MSCs without in vitro culturing show greater effectiveness than cultured MSCs, although conflicting results have been reported^34,35^. Nevertheless, the MSCs with great anti-OA activity await identification.

In this study, we compared the MSCs originated from the *Prrx1*- or *Dermo1*-lineage (all progeny cells of *Prrx1*-expressing cells or *Dermo1*-expressing cells during early development), which were isolated from the white adipose tissues (WAT) or dermal adipose tissues (referred to as dermis thereafter) of *Prrx1-Cre; R26*^*tdTomato*^ or *Dermo1-Cre; R26*^*tdTomato*^ mice. *Prrx1* and *Dermo1* have been used to mark early skeletal progenitor cells in the lateral plate of the mesoderm and *Prrx1* may mark earlier osteogenic progenitors than *Dermo1*^36–38^. We have recently shown that *Prrx1* is a genetic marker for adult skeletal stem cells and adipose stem cells^39^. We show here that *Prrx1* or *Dermo1* also marked various cell types in WAT and dermis, which gave rise to MSC cultures. We further show that the *Prrx1*-lineage MSCs from iWAT (inguinal WAT) are more potent in vitro than *Prrx1*-lineage MSCs from dermis or *Dermo1*-lineage MSCs from iWAT or dermis. Single cell profiling showed that iWAT *Prrx1*-lineage MSCs contained more adipose stem cell 2 (ASC2), the most primitive and potent adipose stem cells^39–41^, compared to *Dermo1*-lineage MSCs. We sorted *Prrx1*- or *Dermo1*-lineage MSCs from iWAT and dermis and tested their effectiveness on OA mouse models by articular cavity injection, without in vitro expansion. We found that only *Prrx1*-lineage MSCs from WAT showed significant therapeutic effect and they did so by differentiating into chondrocytes and incorporating into the damaged cartilage. They also inhibited inflammation and induced Col1α1 expression in resident chondrocytes, which represent fibrochondrocytes that may help articular cartilage regeneration^42–44^. Transcriptome analysis of the articular chondrocyte derived from the injected *Prrx1*-lineage MSCs showed that they had enriched expression in immune suppression, cell cycle, trophic factor, and chondrocyte related genes. This study has thus identified MSCs with great regenerative activity to treat OA.

## Results

### *Prrx1*- and *Dermo1*-lineages contribute to articular chondrocytes, WAT, and dermis

*Prrx1-Cre* and *Dermo1-Cre* mouse lines have been widely used to study skeletal development as they both label lateral plate of early mouse embryos^37,38^. We found that in adult *Prrx1-Cre; R26*^*tdTomato*^ and *Dermo1-Cre; R26*^*tdTomato*^ mice, chondrocytes at the articular cartilage of both the femur and tibia were Tomato^+^ (Fig. 1a), which expressed Col2α1, a marker for chondrocytes (Fig. 1b). In addition, osteoblasts in the femur and tibia were also Tomato^+^ (Fig. 1a). These results verified that the *Prrx1*-lineage or *Dermo1*-lineage give rise to articular cartilages and osteoblasts during development.

**Fig. 1:**
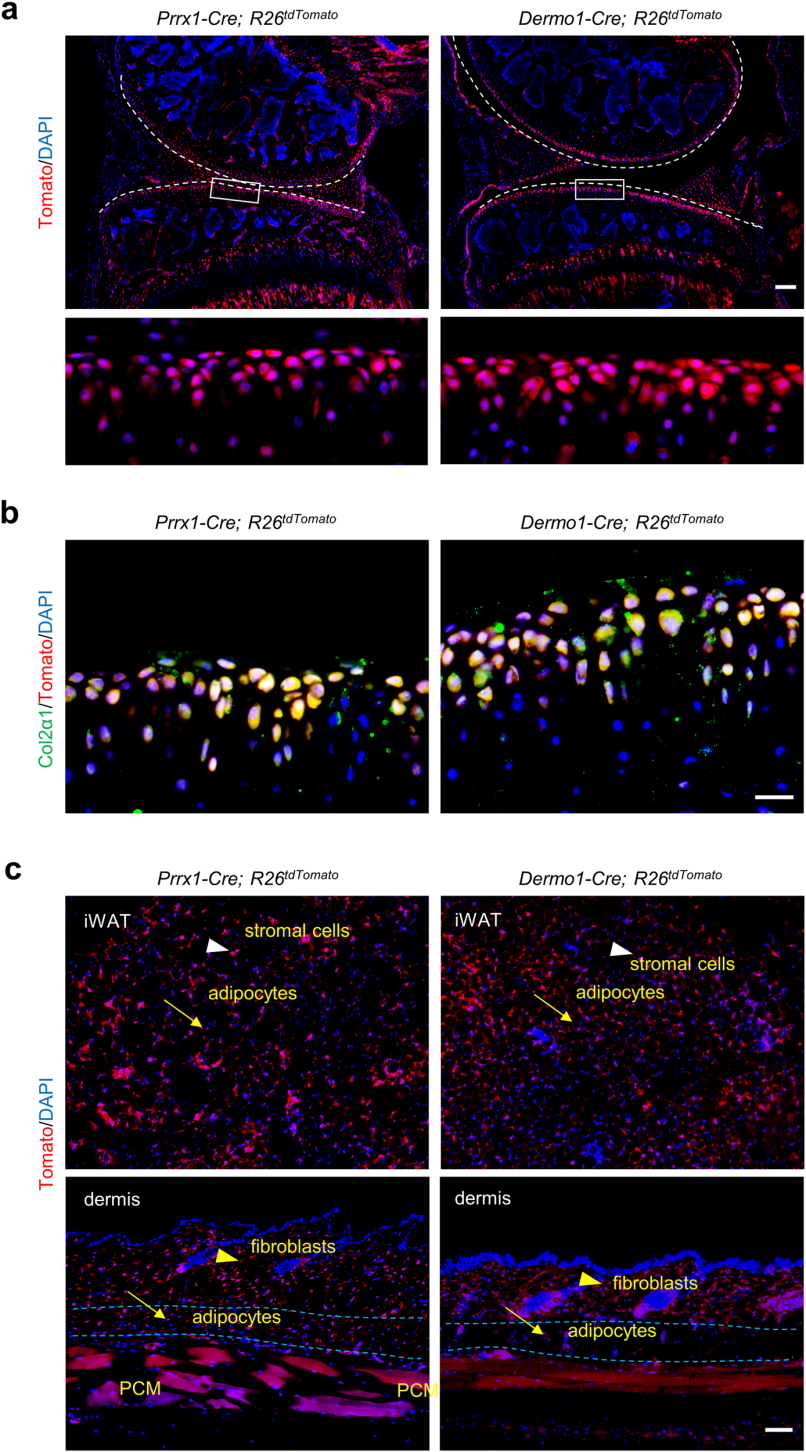
The *Prrx1*- and *Dermo1*-lineages contributed to articular cartilage, inguinal white adipose and dermal tissues. **a** Tracing of *Prrx1*- and *Dermo1*-lineage cells in normal articular cartilage in *Prrx1-Cre; R26*^*tdTomato*^ and *Dermo1-Cre; R26*^*tdTomato*^ mice. Scale bars = 200 μm. **b** Representative immunostaining results showed that *Prrx1-* and *Dermo1-*lineage cells in articular cartilage expressed Col2α1. Scale bars = 20 µm. **c** Tracing of *Prrx1-* and *Dermo1-*lineage cells in inguinal white adipose and dermis tissues. Scale bars = 100 μm. Upper panels: arrowheads, stromal cells; arrows: adipocytes, lower panels: arrowheads: dermal fibroblasts, arrows: adipocytes. PCM: panniculus carnosus muscle.

In adult *Prrx1-Cre; R26*^*tdTomato*^ and *Dermo1-Cre; R26*^*tdTomato*^ mice, we also observed large portions of Tomato^+^ cells in iWAT and dermis (Fig. 1c), suggesting that *Prrx1*-lineage and *Dermo1*-lineage contributed to these tissues. In iWAT, Tomato^+^ cells contained stromal cells and adipocytes and flow cytometry analysis revealed that they accounted for 8.19% and 9.87% of total cells in *Prrx1-Cre; R26*^*tdTomato*^ and *Dermo1-Cre; R26*^*tdTomato*^ mice, respectively (Supplementary Fig. 1a). In dermis, Tomato^+^ cells contained dermal fibroblasts and adipocytes and flow cytometry analysis revealed that they accounted for 7.98% and 11.51% of total cells in *Prrx1-Cre; R26*^*tdTomato*^ and *Dermo1-Cre; R26*^*tdTomato*^ mice, respectively (Supplementary Fig. 1a). These results suggest that both the *Prrx1* and *Dermo1* lineages contribute to WATs and dermis.

### *Prrx1*- and *Dermo1*-lineage MSCs have different differentiation potentials in vitro

We isolated Tomato^+^ cells from iWAT or back skin dermis of *Prrx1-Cre; R26*^*tdTomato*^ mice or *Dermo1-Cre; R26*^*tdTomato*^ mice by FACS sorting. Smear examination of sorted cells confirmed that they were all Tomato^+^ (Supplementary Fig. 1b). Next, we cultured the four groups of Tomato^+^ cells and found that they adhered to the culture plates (Supplementary Fig. 2a) and underwent proliferation, manifested by Ki67 immunostaining results (Fig. 2a and Supplementary Fig. 2b). The in vitro proliferation rates of the four groups of cells were similar (Fig. 2a). We also carried out in vitro tri-lineage differentiation assays and found that *Prrx1*-lineage iWAT cells, *Prrx1*-lineage dermal cells, *Dermo1*-lineage iWAT cells, and *Dermo1*-lineage dermal cells could all differentiate into osteogenic, chondrogenic, and adipogenic cells (Fig. 2b). These results suggest that the Tomato^+^ cells from the *Prrx1* or *Dermo1* lineage have features of MSCs.

**Fig. 2:**
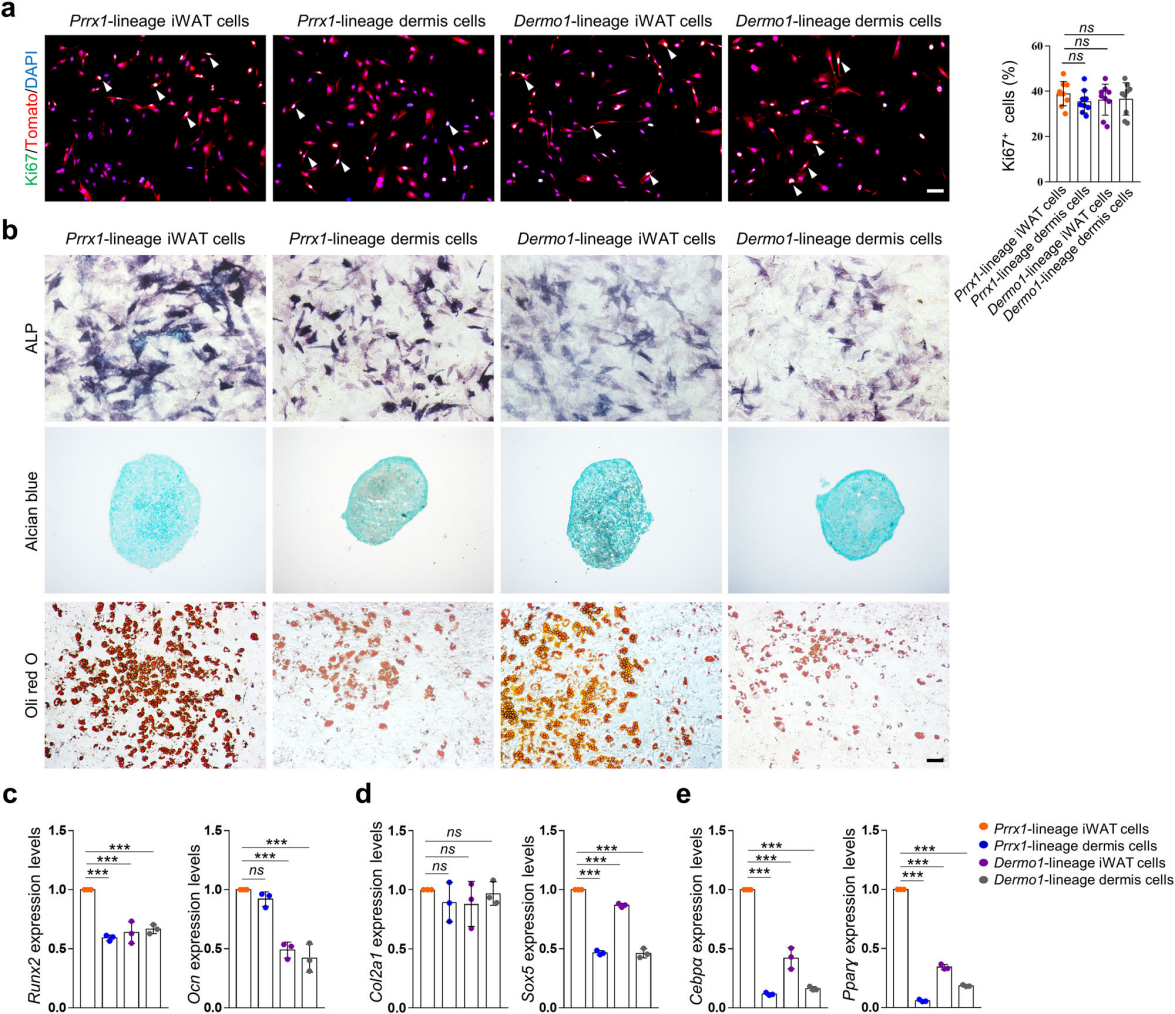
Comparison of proliferation and differentiation of *Prrx1*- and *Dermo1*-lineage cells in vitro. **a** Immunostaining of Ki67 in the four cell groups (cultured 5 days) in vitro. Right panel: Quantitation data of Ki67-positive cells. Scale bars = 100 µm. *N* = 3. Also see Supplementary Fig. 2 for separately-stained images. **b** Representative differentiation results for the four cell groups. Osteogenic differentiation was detected with ALP staining, chondrogenic differentiation was detected with Alcian blue staining, and adipogenic differentiation was detected with Oli red O staining. Comparison of the expression of cell type-specific marker genes. Quantitative PCR was carried out to determine the expression of osteoblast marker genes *Runx2* and *Ocn* (**c**), chondrocyte marker genes *Col2a1* and *Sox5* (**d**), and adipocyte marker genes *Cebpα* and *Pparγ* (**e**). The levels of marker genes in *Prrx1*-linege iWAT cells were set at 1.0. *N* = 3. Data are presented as means ± SEM in **a**, **c**–**e**. One-way ANOVA (and nonparametric) multiple comparisons was applied in **a**, **c**–**e**, *p* < 0.05 was considered as statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns = not significant.

To quantify the differentiation potentials of these cells, we analyzed the expression of lineage specific markers. We used *Runx2* and *Ocn* (Osteocalcin) for osteoblasts, *Col2a1* and *Sox5* for chondrocytes, and *Cebpα* and *Pparγ* for adipocytes. Our quantitative PCR (qPCR) results showed that during osteogenic differentiation, *Runx2* expression was the greatest in *Prrx1*-lineage iWAT MSCs while *Ocn* expression in *Prrx1*-lineage iWAT MSCs and *Prrx1*-lineage dermal MSCs were superior to *Dermo1*-lineage iWAT MSCs and *Dermo1*-lineage dermal MSCs (Fig. 2c). In chondrogenic differentiation, while *Col2α1* expression was similar in the four MSC groups, *Sox5* expression was the highest in *Prrx1*-lineage iWAT MSCs, followed by *Dermo1*-lineage iWAT MSCs (Fig. 2d). In adipocyte differentiation, expression of both *Cebpa* and *Pparg* was the greatest in *Prrx1*-WAT MSCs, followed by *Dermo1*-iWAT MSCs (Fig. 2e). Overall, these findings indicate that *Prrx1*-lineage iWAT MSCs have the greatest stemness in vitro among the four groups.

We also compared the expression of cell surface markers in the four groups of cells. Flow cytometry analysis revealed that none of these cells expressed CD45, CD105, or CD106, yet they all expressed Sca-1, CD29, and CD44. The cell surface marker expression pattern was the same as most mouse MSCs, further supporting that *Prrx1*- and *Dermo1*- lineages give rise to WAT and dermal MSCs. Previous studies have shown that CD271^+^ or CD146^+^ human MSC subgroups have greater effectiveness on OA treatment^32,33^, we found that the mouse MSCs expressed non-detectable levels of CD271 and only a small portion of MSCs expressed CD146 (Supplementary Fig. 3a, b), suggesting that CD146 or CD271 cannot be used to separate the subpopulations of mouse MSCs. Overall, these results indicate that the four groups of MSCs have a similar cell surface marker expression pattern and future studies are needed to identify the cell surface markers that can distinguish these MSC subpopulations.

### scRNA-seq reveals that *Prrx1*-lineage cells contain more stem cells than *Dermo1*-lineage cells

We then analyzed *Prrx1*-lineage and *Dermo1*-lineage cells isolated from iWAT with single cell RNA-seq (scRNA-seq). Tomato^+^ cells from iWAT of 3 *Prrx1-Cre; R26*^*tdTomato*^ mice or *Dermo1-Cre; R26*^*tdTomato*^ mice were combined. Unbiased tSNE analysis showed that *Prrx1* or *Dermo1* marked adipose stem cell 2 (ASC2), ASC1a, ASC1b, and smooth muscle cells/pericytes, the major cell types in SVF and in MSCs derived from WAT (Fig. 3a, b). Moreover, *Prrx1* marked 59.6% more ASC2, the most primitive ASC population^40,41^, than the *Dermo1* counterpart, associated with a decrease in ASC1a, a adipose progenitor population. These results are consistent with the in vitro differentiation results and indicate that *Prrx1*-lineage MSCs contained more stem cells than the *Dermo1* counterpart.

**Fig. 3:**
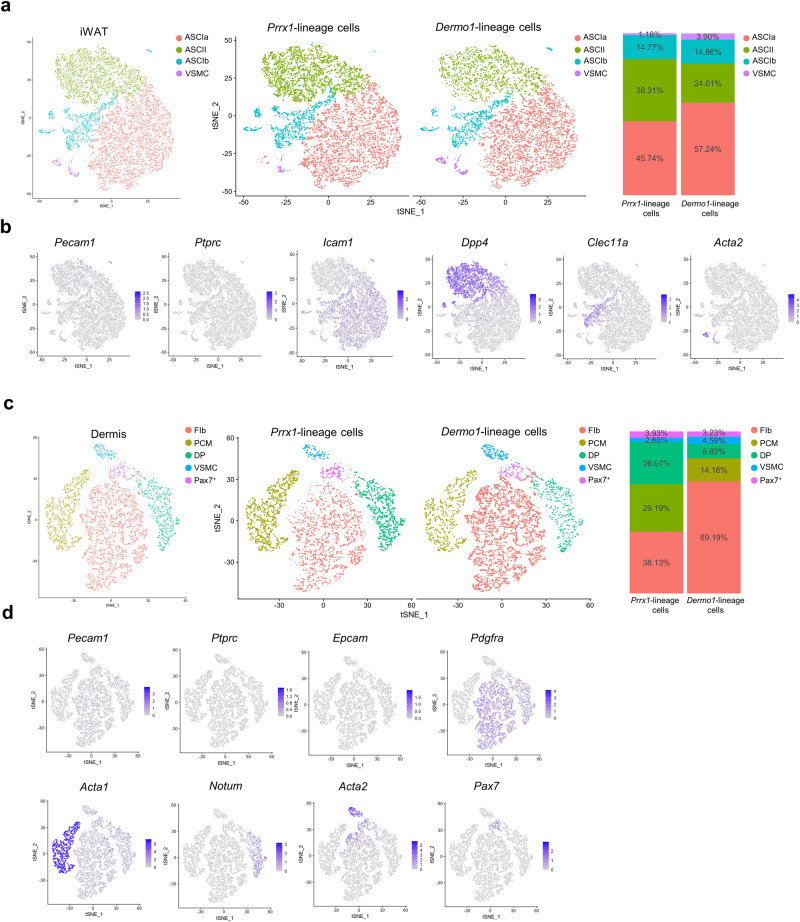
Single cell transcriptome analysis of the 4 MSC populations. **a** Unsupervised clustering of the iWAT Tomato^+^ cells isolated from *Prrx1-Cre; R26*^*tdTomato*^ and *Dermo1-Cre; R26*^*tdTomato*^ mice with tSNE. Right panel: the proportion of each cluster in iWAT. **b** The key marker gene expression in various iWAT cell clusters. **c** Unsupervised clustering of the dermis Tomato^+^ cells isolated from *Prrx1-Cre; R26*^*tdTomato*^ and *Dermo1-Cre; R26*^*tdTomato*^ mice with tSNE. Right panel: the proportion of each cluster in dermis. **d** The key marker gene expression in various dermis cell clusters.

We also performed scRNA-seq analyses of *Prrx1*-lineage or *Dermo1*-lineage cells isolated from the dermis. Tomato^+^ cells from dermis of 3 mice were combined. Unbiased tSNE analysis showed that *Prrx1* or *Dermo1* marked dermal fibroblasts, dermal papilla (DP) cells, panniculus carnosus muscle (PCM) cells including Pax7^+^ PCM, and vascular smooth muscle cells/pericytes (Fig. 3c, d). Moreover, *Prrx1* marked 195.4% more DP cells, which are known to have stem cell activities^45,46^, and fewer fibroblasts than the *Dermo1* counterpart. The difference in the cellular composition of WAT and dermis implies that MSCs derived from these two tissues may have different therapeutic effect on KOA (see later results).

### *Prrx1*-lineage WAT MSCs show the greatest therapeutic effect on OA models

We then used ACLT-induced OA model to test the efficacy of the four groups of MSCs. Based on previous studies^47,48^, we used 8-week-old *C57BL/6* male mice to induce OA on the right hind limbs, which showed destruction of articular cartilage associated with mild inflammation 4 weeks post the injury (Fig. 4a and later results). Next, we sorted the four groups of MSCs and directly injected them (one dose at 2.5 ×10^5^ cells) into the intra-articular cavity of the OA mice 4 weeks post ACLT (Fig. 4a), with the control group using PBS. Three weeks after MSC administration, the joints were analyzed and evaluated using the OARSI scoring system. The scores were calculated for the articular cartilage at the femur, tibia, or both. The effectiveness was ranked as *Prrx1*-lineage iWAT MSCs > *Prrx1*-lineage dermis MSCs = *Dermo1*-lineage iWAT MSCs > *Dermo1*-lineage dermis MSCs (Fig. 4b, c). Statistically, only the *Prrx1*-lineage iWAT MSCs showed significant effect on OA treatment (Fig. 4c).

**Fig. 4:**
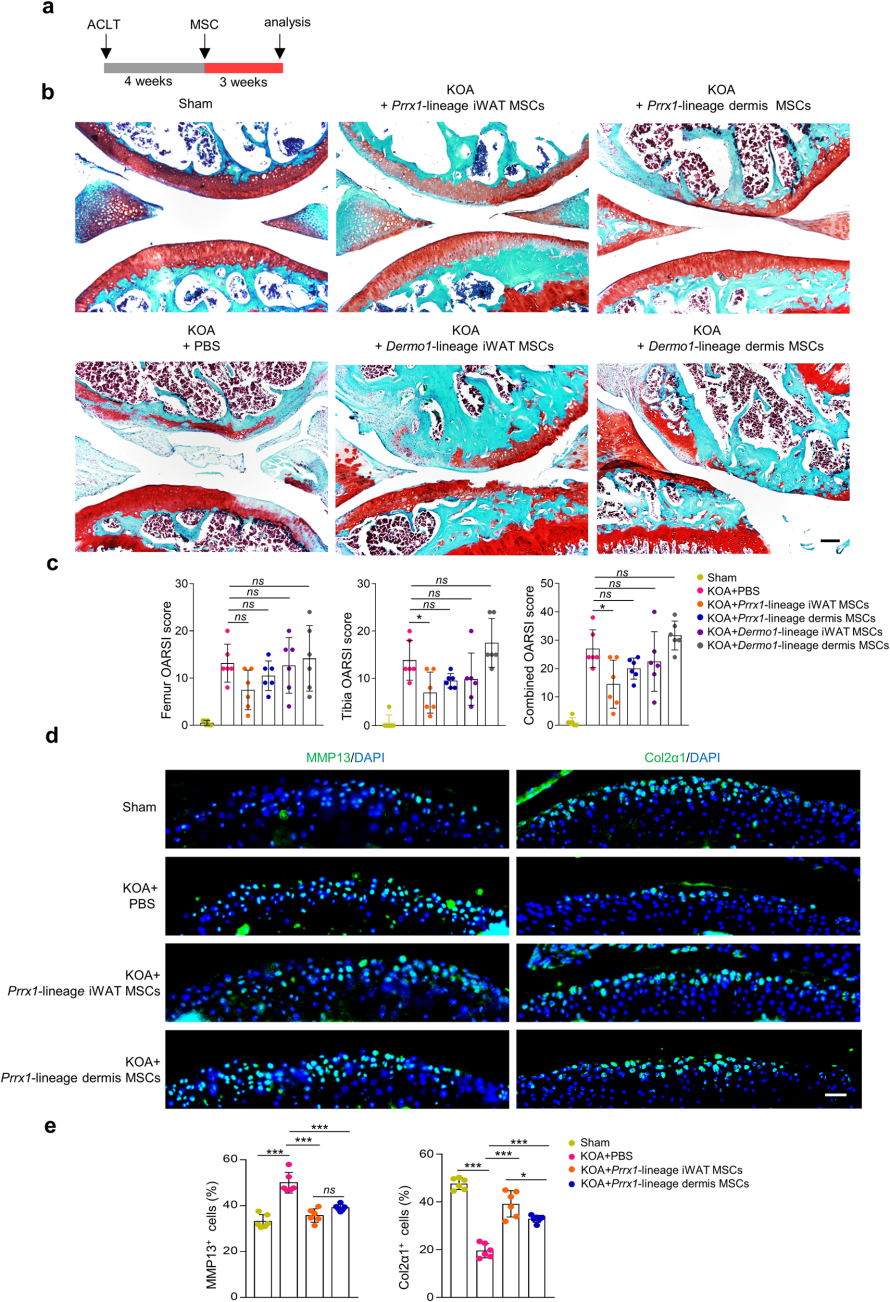
Comparison of the therapeutic effects of the 4 MSC groups on KOA. **a** Schematic diagram showing the experiment design. **b** Representative Safranin O staining results of the knee joint articular cartilage. Scale bars = 100 µm. **c** OARSI scores of the articular cartilage after treatment with MSCs. OARSI scores of femur (left), tibia (middle), and the combined (right). *N* = 6 mice. **d** Immunostaining for MMP13 and Col2α1 on the articular cartilage sections of mice. Scale bars = 50 µm. **e** Quantification results of MMP13 or Col2α1 positive cells. *N* = 6 mice. Data are presented as means ± SEM in **c** and **e**. One-way ANOVA (and nonparametric) multiple comparisons was applied in **c** and **e**, *p* < 0.05 was considered as statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns = not significant.

### *Prrx1*-lineage iWAT MSCs slow down articular cartilage degradation

We also evaluated the therapeutic effects of MSCs by immunostaining of Matrix metalloproteinase 13 (MMP13) and Col2α1 on joint sections (Fig. 4d). In the following studies, we focused on *Prrx1*-lineage iWAT MSCs in comparison to the dermal counterpart due to their effectiveness on OA treatment. MMP13-mediated cartilage degradation is a critical step in OA pathogenesis. In the OA mice, we found that the number of cells expressing MMP13 was increased from 33.21% ± 1.18% to 50.00% ± 1.82% (*p* < 0.0001), whereas the number of cells expressing Col2α1 was reduced from 47.62% ± 0.98% to 19.59% ± 1.21% (*p* < 0.0001) (Fig. 4e). Treatment with *Prrx1*-lineage iWAT MSCs and *Prrx1*-lineage dermis MSCs reduced the numbers of cell expressing MMP13 from 50.00% ± 1.82% to 35.72% ± 1.19% (*p* < 0.0001) and 39.11% ± 0.56% (*p* = 0.0002), respectively, while the number of cell expressing Col2α1 was increased from 19.59% ± 1.21% to 39.19% ± 2.25% (*p* < 0.0001) and 32.91% ± 0.60% (*p* < 0.0001), respectively (Fig. 4e). These results suggest that *Prrx1*-lineage iWAT MSCs is better than *Prrx1*-lineage dermis MSCs in slowing down articular cartilage degradation, supporting the therapeutic effect of this MSC population.

We also tested whether *Prrx1*-lineage iWAT MSCs had a long-term therapeutic effect on KOA. We waited for 4 months instead of 3 weeks after MSC administration to the KOA mice. The therapeutic effect was still observed, although to a reduced extent (OARSI score from 46.3% to 26.6%) (Supplementary Fig. 4a–c). We also observed an anti-cartilage degradation effect by MSCs 4 months after administration (Supplementary Fig. 4d, e). These results suggest that these MSCs have a long-term therapeutic effect on OA. We then tested the effect of the *Prrx1*-lineage iWAT MSCs on KOA that was induced to develop for 8 weeks. Under this condition, even the *Prrx1*-lineage iWAT MSCs failed to show a significant effect (Supplementary Fig. 4f–h), suggesting that MSCs are effective only on early-stage OA but not late-stage OA.

### *Prrx1*-lineage MSCs differentiate into chondrocytes at the articular surface

We also traced the injected *Prrx1*-lineage iWAT MSCs, which were Tomato^+^, in the joints of OA mice (Fig. 5a). We detected Tomato^+^ cells on the surface of articular cartilage (Fig. 5b). As seen in KOA joint sections, the incorporated Tomato^+^ cells accounted for approximately 25% of femur or tibia articular surface, indicating that the injected MSCs incorporated into the damage cartilage. We immunostained the sections with antibodies against Col2α1 and found that the Tomato^+^ cells on the articular surface were largely positive for Col2α1 (Fig. 5c). On the other hand, *Prrx1* lineage cells derived from the dermis, which are only secondary to *Prrx1* lineage cells from iWAT in the effectiveness on KOA treatment, did not show incorporation into the injured articular cartilage (Supplementary Fig. 5). These results suggest that the *Prrx1*-lineage iWAT MSCs differentiated into chondrocytes at the surface of articular cartilage, this would help to repair the damaged cartilage.

**Fig. 5:**
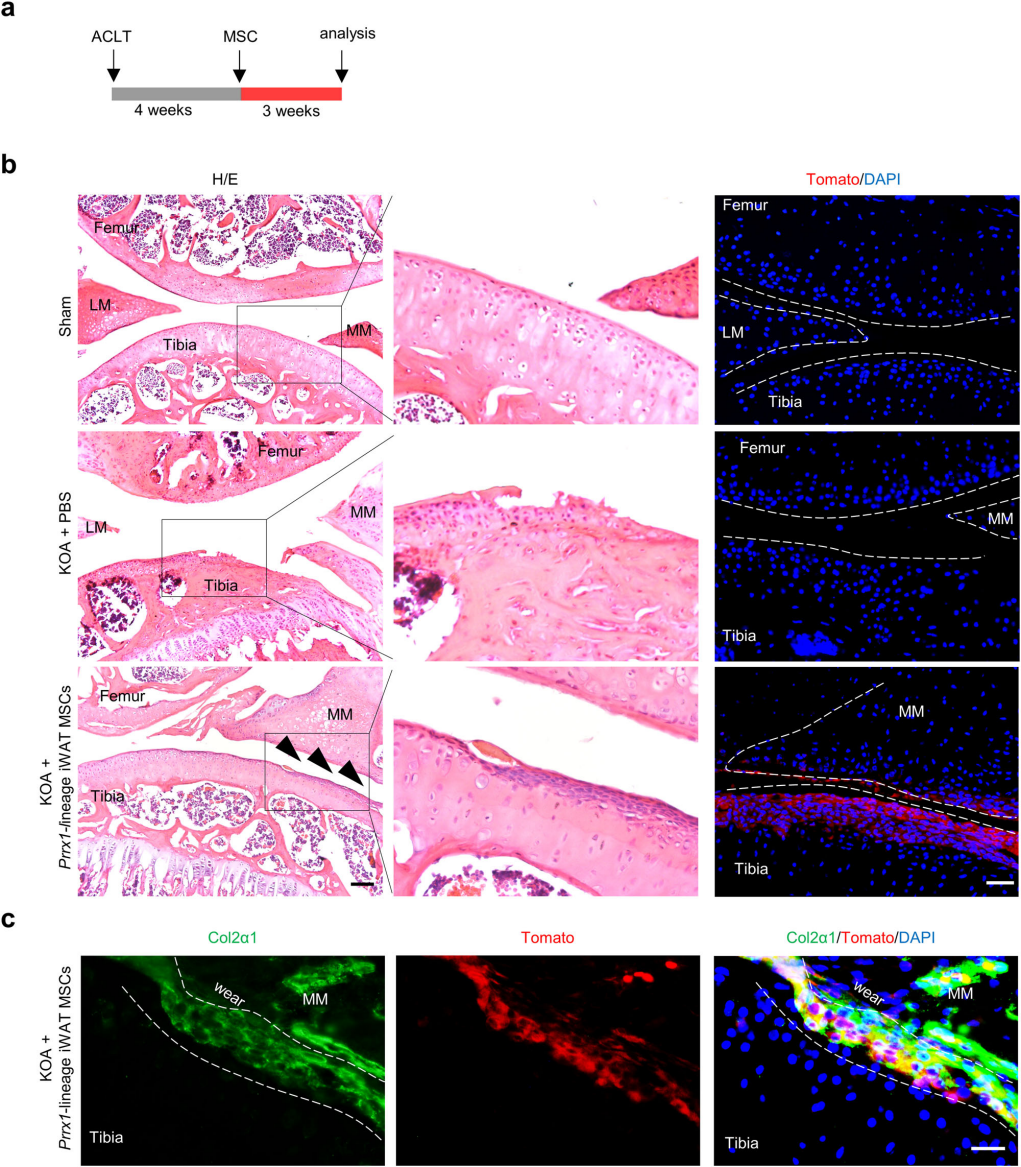
The injected *Prrx1*-linege iWAT MSCs differentiated into chondrocytes. **a** Schematic diagram showing the experiment design. **b** Tracing of *Prrx1*-lineage iWAT MSCs (Tomato^+^) three weeks after being injected into the intra-articular cavities. Sham, OA + PBS, and OA + *Prrx1*-linege iWAT MSCs groups were shown. Left panel: H/E staining, Scale bars = 100 µm. right panel: Tomato and DAPI staining, Scale bars = 50 µm. **c** Representative immunostaining results for Col2α1 in articular cartilage. Scale bars = 20 µm. MM medial meniscus, LM lateral meniscus.

### *Prrx1*-lineage iWAT MSCs also act on resident chondrocytes

In addition, we observed expression of Col1α1 in the MSC-treated articular cartilage. However, the Col1α1 signals did not co-localize with Tomato^+^ cells, instead, expression of Col1α1 occurred in the resident articular chondrocytes (Supplementary Fig. 6a). Quantitative PCR confirmed an increase in *Col1a1* mRNA levels in the articular cartilage samples with MSC treatment (Supplementary Fig. 6b). Interestingly, even in the articular surface without incorporation of *Prrx1*-lineage MSCs, we observed high level of expression of Col1α1 (Supplementary Fig. 6a). Overall, expression of Col1α1 was observed at nearly 50% of the injured cartilage in the *Prrx1*-lineage iWAT MSCs-treated mice. On the other hand, articular cartilage in normal mice contained no Col1α1^+^ chondrocytes (Supplementary Fig. 6c). Although articular cartilage contained some Col1α1^+^ chondrocytes in KOA mice, Col1α1 expression was largely lost due to the abrasion of the articular cartilage under our experimental settings (Supplementary Fig. 6d). Thus, administrated MSCs greatly promoted Col1α1 expression in resident chondrocytes in OA mice, which may be induced by trophic factors secreted by injected MSCs. Single cell profiling have identified Col1α1^+^ fibrochondrocytes in articular cartilage besides the subchondral osteoblasts and the meniscus in the knee joint^49,50^. Col1α1 expression in chondrocyte is reported to be an indication of dedifferentiation during regeneration^51,52^, and may help MSC migration and adhesion and promote cartilage repair^44,53,54^. Certainly, this warrants further investigation.

### *Prrx1*-lineage MSCs also suppressed inflammation

In addition, we detected mild inflammation at the synovium in the knee joint of OA model mice (Fig. 6a), which is an established pathologic factor^55^. We found that *Prrx1*-lineage iWAT MSCs could diminish inflammation in the synovium (Fig. 6a). We also performed immunostaining for CD45^+^ immune cells and found that *Prrx1*-lineage iWAT MSCs resulted in a reduction of CD45^+^ cells in the synovium (Fig. 6b). Flow cytometry analysis confirmed this observation (Fig. 6c). These results, taken together, suggest that the *Prrx1*-lineage MSCs also dampen inflammation in the OA joints.

**Fig. 6:**
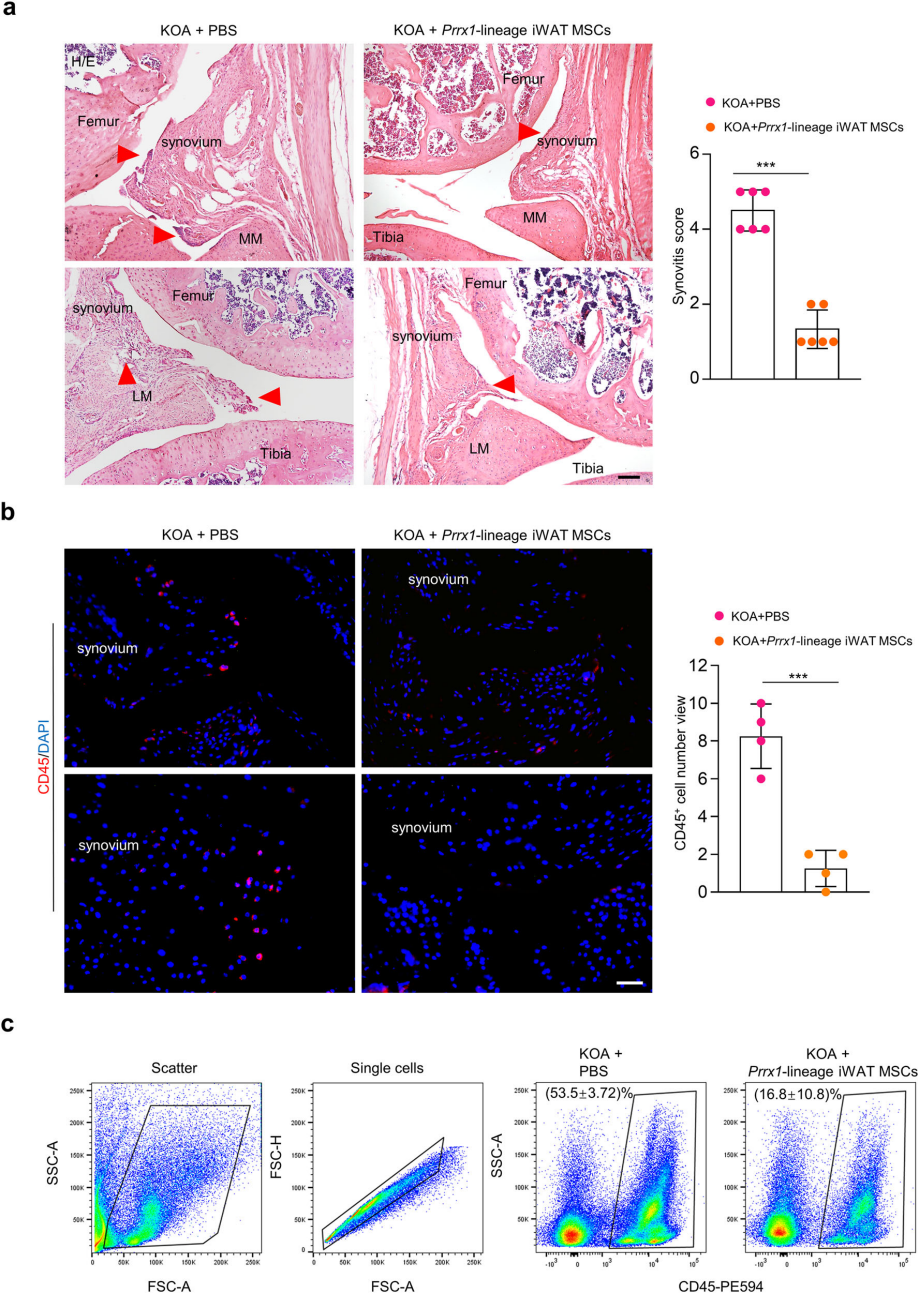
*Prrx1*-linege MSCs inhibited synovial inflammation in KOA mice. **a** H/E staining of the knee joint sections of the OA mice and OA mice treated with *Prrx1*-linege iWAT MSCs. Arrowhead: inflammation. MM medial meniscus, LM lateral meniscus. Scale bars = 100 µm. Right panel: Quantitation data for synovitis score. *N* = 6 mice. **b** Immunostaining for CD45 on the joint sections of mice. Scale bars = 50 µm. Right panel: Quantitation data for CD45^+^ cells. *N* = 4 mice. **c** Flow cytometry analysis of the proportion of CD45^+^ cells in synovium. *N* = 3 mice. Data are presented as means ± SEM. Unpaired two-tailed Student’s *t* test were applied, *p* < 0.05 was considered as statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### Transcriptome analysis of the articular chondrocytes derived from *Prrx1*-lineage MSCs

We then isolated Tomato^+^ cells from the repaired articular cartilage of the KOA mice (*n* = 3), which were derived from injected MSCs, and performed bulk RNA-seq using endogenous articular Tomato^+^ chondrocytes of *Prrx1-Cre; R26*^*tdTomato*^ mice as a control. 

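Tomato+ cells are cells in which Cre expressed from the *Prrx1* gene, a gene of limb mesenchyme, had switched on the red fluorescent protein tdTomato, so the label stays with the descendants of *Prrx1*-expressing cells. The data are 3 libraries of Tomato+ cells derived from injected MSCs and 3 libraries of endogenous articular Tomato+ cells, and the paper gives 3 mice for each group. The MSC-derived cells came from KOA mice, and the paper describes no surgery or injection for the mice that gave the endogenous cells. The origin of the cells therefore cannot be separated here from the condition of the joint. The authors filtered the reads with SOAPnuke, aligned them with HISAT2 and Bowtie2, and estimated counts, FPKM and TPM for each gene with RSEM. Expected counts, FPKM and TPM of 17854 genes were deposited for every library. The expected counts summed to 24559959, 23344323 and 22060628 in the MSC-derived libraries and to 23441005, 23786330 and 24881796 in the endogenous libraries. The smallest level that this depth can show, taken as 3 counts, was between 0.121 and 0.136 CPM (counts scaled to a library of 1000000), and this floor covers counting error only. The expected counts were rounded to whole numbers, scaled with edgeR's TMM method and tested with edgeR's quasi-likelihood test over the 14289 genes that passed its expression filter, with Benjamini-Hochberg adjustment of p-values. Positive log2 fold changes mean higher expression in the MSC-derived cells.

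The 3 MSC-derived libraries lay close together, with a biological coefficient of variation of 6.78% by edgeR's common dispersion, against 35.1% for the 3 endogenous libraries. Between pairs of MSC-derived libraries the chi-square statistic per gene was 3.89 to 4.30, where counting noise alone gives 1. Each library was counted as 1 replicate, although libraries made repeatedly from the same RNA would exceed counting noise too. The statistic was 5.49 between endogenous replicates 2 and 3, but 58.8 and 55.4 between replicate 1 and each of them. Endogenous replicate 1 had 3449 genes at 0 counts, compared with 1323 and 1375 in the other two. *Prrx1* itself had 3.74 ± 0.235 FPKM (SD, n = 3) in the MSC-derived cells and 15.3 ± 3.54 FPKM (SD, n = 3) in the endogenous cells, a log2 fold change of -2.15 (standard error 0.17, adjusted p = 2.31e-05). The tdTomato transcript was not analysed here.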

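Of the 14289 genes tested, 4468 were higher and 4333 lower in the Tomato+ cells derived from injected MSCs than in the endogenous Tomato+ cells at an adjusted p of 0.05 or less in edgeR's quasi-likelihood test. An absolute log2 fold change of at least 1 was reached by 2756 of the higher and 3132 of the lower genes. The choice that moved these numbers most was a threshold of 0.001 on the adjusted p, which left 2134 higher and 2380 lower genes. The values of the 2 groups did not overlap for 72.4% of the genes tested, where chance gives 10% for 3 libraries against 3. The Spearman correlation of log2 CPM was at least 0.995 between MSC-derived libraries and 0.955 to 0.995 between endogenous libraries, and 0.698 to 0.739 between libraries of different groups.

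Among genes with an average log2 CPM of at least 5 and no overlap between the groups, the largest increases were those of *Cd209f*, *Itgad*, *Cd5l*, *Fcna* and *Ccr3*. *Fcna* had 2372 ± 46.6 FPKM (SD, n = 3) in the MSC-derived cells and 1.92 ± 0.492 FPKM (SD, n = 3) in the endogenous cells, a log2 fold change of 10.15 (standard error 0.17, adjusted p = 3.39e-08). The log2 fold changes of *Itgad*, *Cd5l* and *Ccr3* were 11.20, 10.80 and 10.14 (standard errors 0.41, 0.25 and 0.37). *Itgad* had at most 10 counts in any endogenous library, so the size of its change is uncertain. Its log2 fold change ran from 10.58 to 13.79 over the fits that left out a library. *Cd209f* had at most 1 count in any endogenous library and was at least 606-fold higher than the floor of 3 counts in the MSC-derived cells. The largest decreases were those of *Panx3*, *Serpina1a*, *Serpina1d*, *Car3* and *Cnmd*. *Cnmd*, which encodes chondromodulin, fell from 1085 ± 94.8 FPKM (SD, n = 3) in the endogenous cells to 3.38 ± 0.693 FPKM (SD, n = 3), a log2 fold change of -8.45 (standard error 0.17, adjusted p = 5.87e-08). *Panx3* had at most 3 counts in any MSC-derived library and was at least 1530-fold lower there. *Serpina1a* and *Serpina1d* are near-identical copies between which RSEM could have divided reads, so their separate values are uncertain.

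**Figure D1:**
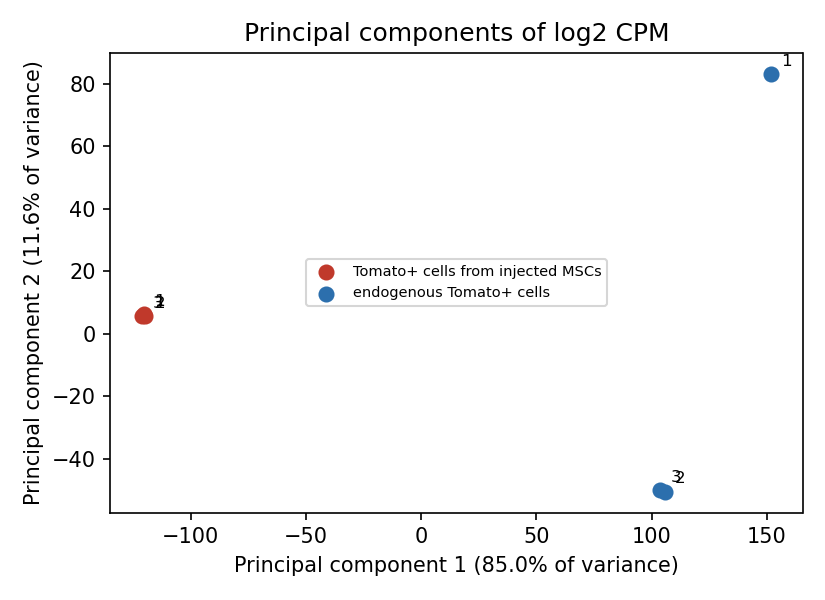
Principal components of log2 CPM of the 14289 genes tested, with 1 point per library numbered by replicate. Component 1 takes 85.0% of the variance and parts the 2 groups, and component 2 takes 11.6% and parts endogenous replicate 1 from the other endogenous libraries, while the 3 MSC-derived points overlap.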

We observed a difference in the transcriptomes of the two cell populations (Fig. 7a). The articular Tomato^+^ articular chondrocytes derived from the injected MSCs showed expression of various chondrocyte-specific genes (Fig. 7b), as well as enriched expression of genes that regulate cell cycle, DNA replication/repair, inflammation, and lipid metabolism (Fig. 7c and Supplementary Fig. 7a). 

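All 18 chondroblast related genes of Fig. 7b had a mean of at least 1 FPKM in the MSC-derived Tomato+ cells. The highest were *Tgfb1* at 289.7 ± 0.899 FPKM, *Col2a1* at 97.9 ± 3.83 FPKM and *Igf1* at 60.3 ± 1.03 FPKM (SD, n = 3), and the lowest was *Fgfr3* at 1.34 ± 0.0231 FPKM (SD, n = 3). Against the endogenous cells, 2 of the 18 genes were higher and 16 lower at an adjusted p of 0.05 or less in edgeR's quasi-likelihood test, both over all genes and adjusted over the 18 alone. The higher genes were *Igf1*, with a log2 fold change of 2.54 (standard error 0.08, adjusted p = 2.93e-07), and *Tgfb1*, with 0.85 (standard error 0.06, adjusted p = 1.22e-05). *Col2a1* had 7112 ± 30.2 FPKM (SD, n = 3) in the endogenous cells and fell by 6.30 on the log2 scale (standard error 0.06, adjusted p = 1.76e-08), to 1.38% of the endogenous FPKM. *Sox9* fell from 342.7 ± 17.0 to 10.8 ± 0.735 FPKM and *Acan* from 131.5 ± 4.08 to 3.03 ± 0.125 FPKM (SD, n = 3). The smallest decrease was that of *Itgav*, with a log2 fold change of -0.61 (standard error 0.15, adjusted p = 0.00921), which lost significance in limma on log2(FPKM + 0.1), with an adjusted p of 0.0512, and in limma on unfiltered log2(FPKM + 1), with 0.0703.

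**Figure D2:**
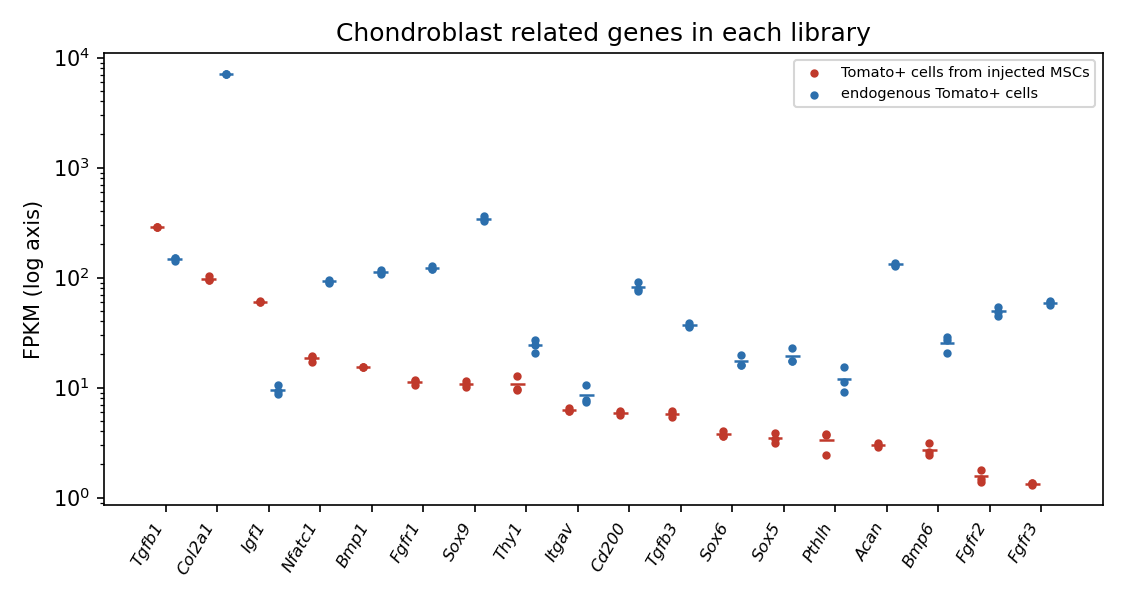
FPKM on a log axis of the 18 genes of Fig. 7b in each library of both groups, with points for libraries and bars for the mean of 3. *Tgfb1* and *Igf1* lie higher in the MSC-derived cells and the other 16 genes lie lower, with *Col2a1* at 97.9 against 7112 FPKM.

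For the enrichment, GO and KEGG terms were not used here, and Reactome gene sets and hand-written lists took their place, tested with a one-sided hypergeometric test (Fisher's exact test) among the 14289 genes and adjusted by the Benjamini-Hochberg method over all lists and both directions. Genes called higher in the MSC-derived cells made up 31.3% of all genes tested. In the Reactome set for the cell cycle, 215 of 463 tested genes were called higher (adjusted p = 1.98e-11), and in that for DNA replication 72 of 98 (adjusted p = 1.25e-16). The set for DNA repair had 44 of 131 higher (adjusted p = 0.607) and did not pass the threshold, although it did when endogenous replicate 1 was left out (adjusted p = 7.42e-05) and by camera, a test that allows for correlation between genes (adjusted p = 0.0291). In the set for the innate immune system 236 of 466 genes were higher (adjusted p = 1.75e-17), and in that for cytokine signaling 113 of 208 (adjusted p = 2.19e-11). The set for chemokine receptors had 18 of 41 higher (adjusted p = 0.150). In the set for lipid and lipoprotein metabolism 167 of 399 genes were higher (adjusted p = 1.54e-05), but camera did not call it (adjusted p = 0.139). A list of fatty acid enzymes had 20 of 37 genes higher (adjusted p = 0.0100) and 14 lower, and camera did not call it either (adjusted p = 0.594). The Reactome set for fatty acid, triacylglycerol and ketone body metabolism had 32 of 82 genes higher (adjusted p = 0.186).

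The MSC-derived libraries also carried genes of blood cells. All 22 tested genes of a list common to leukocytes were higher, among them *Ptprc*, which encodes CD45, with 8136 to 8926 counts per MSC-derived library and 340 to 604 per endogenous library (log2 fold change 4.20, standard error 0.22, adjusted p = 2.81e-06 from edgeR's quasi-likelihood test). Genes of macrophages (24 of 24), neutrophils (20 of 20) and erythroid cells (16 of 16) were likewise all called higher, although *Tfrc* in the erythroid list (adjusted p = 0.0466) lost its call when any library other than endogenous replicate 1 was left out. Of the B cell genes 9 of 13 were higher and 1, *Ebf1*, was lower, and of the T and NK cell genes 10 of 14 were higher.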

On the other hand, the endogenous Tomato^+^ cells showed enriched expression in Hedgehog signaling, TGFβ signaling, Wnt signaling, BMP signaling, chondrocyte differentiation, and skeletal development (Fig. 7d). 

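Genes called lower in the MSC-derived cells, and so higher in the endogenous Tomato+ cells, made up 30.3% of the 14289 genes tested. In a hand-written list of core Hedgehog signaling genes 15 of 16 tested genes were higher in the endogenous cells (adjusted p = 8.31e-07, one-sided hypergeometric test). *Ihh* was at most at the floor of 3 counts in the MSC-derived cells and at least 244-fold lower there, and *Sufu* changed least, with a log2 fold change of -0.90. The corresponding numbers were 17 of 25 for TGFβ signaling (adjusted p = 0.000395), 45 of 56 for Wnt signaling (adjusted p = 1.15e-13) and 34 of 37 for BMP signaling (adjusted p = 6.03e-14). Some genes of these lists went the other way, with 5 genes of the TGFβ list, 3 of the Wnt list and 2 of the BMP list higher in the MSC-derived cells. Of these, *Acvrl1* in the BMP list had a log2 fold change of 2.37 (standard error 0.14, adjusted p = 4.04e-06 from edgeR's quasi-likelihood test). In the broader Reactome sets smaller shares of the genes were called. Some members are not specific to 1 pathway, since *Psme2b* had the largest log2 fold change, 4.24, in the Hedgehog, Wnt and DNA replication sets alike. BMP signaling had 17 of 22 genes higher in the endogenous cells (adjusted p = 2.75e-05), but Hedgehog signaling had 30 of 104 (adjusted p = 1) and 42 higher in the MSC-derived cells (adjusted p = 0.0813), TGFβ receptor signaling 24 of 67 (adjusted p = 0.431) and 20 higher in the MSC-derived cells, and Wnt signaling 71 of 201 (adjusted p = 0.167) and 67 higher in the MSC-derived cells. For the Wnt set the adjusted p ran from 0.0130 without the expression filter to 0.663 by camera.

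Of 37 chondrocyte matrix and regulator genes, 36 were higher in the endogenous cells (adjusted p = 9.13e-17), with a median log2 fold change of -5.38, and only *Cd24a* was higher in the MSC-derived cells, with 0.36 (standard error 0.07, adjusted p = 0.00287). Of 32 skeletal development genes, 31 were higher in the endogenous cells (adjusted p = 2.11e-14), with a median of -3.79. The Reactome sets for extracellular matrix organization and collagen formation had 141 of 213 (adjusted p = 1.26e-25) and 54 of 63 genes (adjusted p = 2.94e-18) higher in the endogenous cells. Genes that stromal cells share fell as well, since all 18 genes of a common mesenchymal list were lower in the MSC-derived cells, from *Col1a1* with a log2 fold change of -5.48 to *Timp2* with -0.24. The osteoblast genes *Bglap* and *Ibsp* had 19737 ± 7213 FPKM and 2630 ± 217.1 FPKM (SD, n = 3) in the endogenous cells.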

Further analysis showed that Tomato^+^ articular chondrocytes derived from the injected MSCs expressed some cytokines that had anti-inflammatory activities, including IL1ra, IL4, IL10, IL13, and TGFβ besides IDO, TSG6, and PGE2 (Ptgs2) (Fig. 7e). In addition, articular Tomato^+^ cells derived from the injected MSCs expressed some trophic factors including IGF1 and VEGF in addition to previously reported HGF, TGFβ2, and FGFs (Supplementary Fig. 7b). These results support that the injected MSCs could differentiate into articular chondrocytes and express anti-inflammatory factors and trophic factors.

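*Il10* had 18.5 ± 1.75 FPKM in the MSC-derived cells and 0.887 ± 0.186 FPKM in the endogenous cells (SD, n = 3), a log2 fold change of 4.25 (standard error 0.23, adjusted p = 2.95e-06 from edgeR's quasi-likelihood test). *Il13* was also higher, with a log2 fold change of 3.22 (standard error 0.91, adjusted p = 0.0169), from 25 to 45 counts in the MSC-derived libraries and at most 6 in the endogenous ones. Its adjusted p rose to between 0.0511 and 0.0788 when any MSC-derived replicate was left out. *Il4* had 11 to 14 counts in the MSC-derived libraries and at most 7 in the endogenous ones, and the difference did not pass the threshold (log2 fold change 2.09, standard error 1.05, adjusted p = 0.123). It did when endogenous replicate 1 was left out (adjusted p = 0.00193) and in limma on log2(FPKM + 1) (adjusted p = 0.00677). *Il1rn*, which encodes IL1ra, was expressed in both groups and was lower in the MSC-derived cells, at 30.3 ± 0.153 FPKM against 57.3 ± 0.940 FPKM (SD, n = 3), a log2 fold change of -1.04 (standard error 0.07, adjusted p = 8.70e-06).

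Of the TGFβ genes, *Tgfb2* and *Tgfb3* fell by 3.42 and 2.79 on the log2 scale (adjusted p = 4.09e-07 and 2.72e-07), whereas *Tgfb1* rose. *Ido1* had at most 6 counts in any MSC-derived library and at most 2 in any endogenous one, which was too few for the expression filter. *Tnfaip6*, which encodes TSG6, had 72.7 ± 2.68 FPKM against 89.3 ± 29.6 FPKM (SD, n = 3), a difference smaller than the spread between the endogenous replicates (adjusted p = 0.119). *Ptgs2* was lower in the MSC-derived cells, at 6.91 ± 0.780 FPKM against 20.7 ± 6.27 FPKM (SD, n = 3), a log2 fold change of -1.70 (standard error 0.21, adjusted p = 0.000283). *Tnf* and *Il1b* were higher, with log2 fold changes of 3.42 and 2.89, and *Il6* and *Csf1* were lower, with -2.42 and -3.49. *Il1rap*, the receptor accessory gene shown in Fig. 7e, had a log2 fold change of 0.46 (standard error 0.16, adjusted p = 0.0373), and its adjusted p rose to between 0.0654 and 0.124 when any library other than endogenous replicate 1 was left out. *Ifng*, *Il12b*, *Il17f* and *Il20* did not pass the expression filter, and *Ifng* had 5 to 12 counts in the MSC-derived libraries and 0 in the endogenous ones. These values are averages over the sorted cells, in which all 24 genes of the macrophage list were called higher in the MSC-derived libraries.

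**Figure D3:**
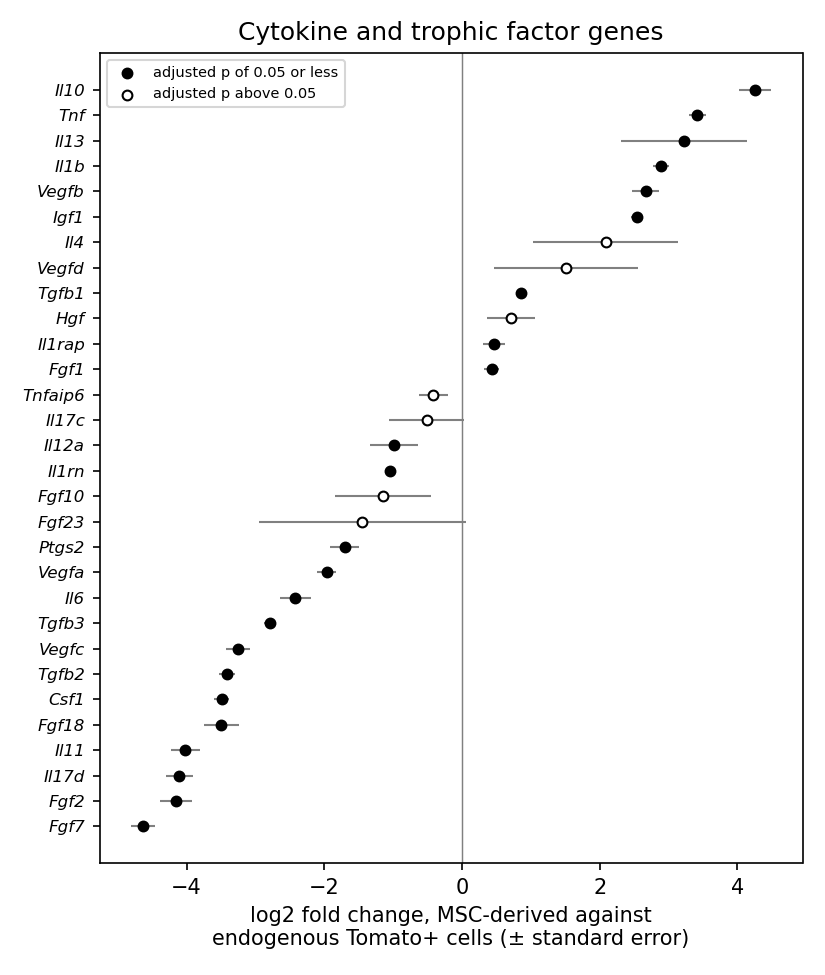
Log2 fold changes of 30 cytokine and trophic factor genes between MSC-derived and endogenous cells, with standard errors. Filled points mark the 23 genes with an adjusted p of 0.05 or less, and open points the other 7. *Il10* at 4.25 is the highest and *Fgf7* at -4.63 the lowest. Genes with at most 3 counts in every library of a group are not drawn.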

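*Igf1* was expressed at 9304 to 10005 counts per MSC-derived library, and its endogenous level was 9.56 ± 0.909 FPKM (SD, n = 3). *Vegfb* had 60.3 ± 0.727 FPKM in the MSC-derived cells and 8.69 ± 2.33 FPKM in the endogenous cells (SD, n = 3), a log2 fold change of 2.66 (standard error 0.20, adjusted p = 1.63e-05 from edgeR's quasi-likelihood test). Of the other VEGF genes, only *Vegfd* also had a positive log2 fold change (1.51, standard error 1.05). *Vegfa* and *Vegfc* were lower, with log2 fold changes of -1.97 (standard error 0.14, adjusted p = 1.50e-05) and -3.25 (standard error 0.18, adjusted p = 3.36e-06). *Vegfd*, with 65 to 79 counts in the MSC-derived libraries and at most 44 in the endogenous ones, did not pass the threshold (adjusted p = 0.246), but did when endogenous replicate 1 was left out (adjusted p = 0.0287) and in limma on log2(FPKM + 1) (adjusted p = 0.0224). *Hgf* had 1.68 ± 0.262 FPKM against 0.897 ± 0.469 FPKM (SD, n = 3), which was not significant (adjusted p = 0.115) except without endogenous replicate 1 (adjusted p = 0.00164) and in that limma fit (adjusted p = 0.0406). *Tgfb2* was expressed at 2.22 ± 0.269 FPKM (SD, n = 3) in the MSC-derived cells.

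Among the FGF genes that were tested, *Fgf1* was higher in the MSC-derived cells, with a log2 fold change of 0.43 (standard error 0.11, adjusted p = 0.0101). *Fgf2*, *Fgf7* and *Fgf18* were lower, with log2 fold changes of -4.15, -4.63 and -3.49. *Fgf10* and *Fgf23* did not pass the threshold (adjusted p = 0.189 and 0.430), and *Fgf9*, with at most 4 counts in the MSC-derived libraries, and *Fgf21*, with 0 there and 5 to 20 in the endogenous ones, were too low for the expression filter. In fits that did test them, *Fgf21* was called lower in each, with an adjusted p of 0.00152 in DESeq2 and 0.0116 in edgeR with no filter, and *Fgf9* only without endogenous replicate 1 (adjusted p = 0.0214).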

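In the sorted Tomato+ cells, these results cover chondrocyte-specific genes (Fig. 7b), cytokine genes (Fig. 7e) and trophic factor genes (Supplementary Fig. 7b). From them the paper proposes that injected MSCs could become articular chondrocytes and make factors of both kinds. Separately, it traced Tomato+ cells to the cartilage surface and found Col2α1 protein in most of them by immunostaining, which RNA levels do not measure. *Prg4*, a gene of superficial cartilage and synovial lining that is not among the genes of Fig. 7b, had 1621 ± 33.0 FPKM in the MSC-derived cells and 2173 ± 243.3 FPKM in the endogenous cells (SD, n = 3), a log2 fold change of -0.51 (standard error 0.07, adjusted p = 0.000433 from edgeR's quasi-likelihood test). *Vcam1* (CD106) and *Eng* (CD105), whose proteins the paper did not find on the MSCs before injection, had log2 fold changes of 3.90 (standard error 0.06, adjusted p = 2.98e-08) and -0.26 (standard error 0.17, adjusted p = 0.223, but 1.15e-05 without endogenous replicate 1). *Vcam1* is also a gene of macrophages, whose list was higher throughout. The adipocyte genes *Pparg* and *Adipoq* went in opposite directions, with log2 fold changes of 4.05 and -7.43. They were the extremes of a list of 19 tested adipose stromal genes, of which 6 were higher and 10 lower. Neither share passed the threshold (adjusted p = 0.0905 for lower, one-sided hypergeometric test).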

**Fig. 7:**
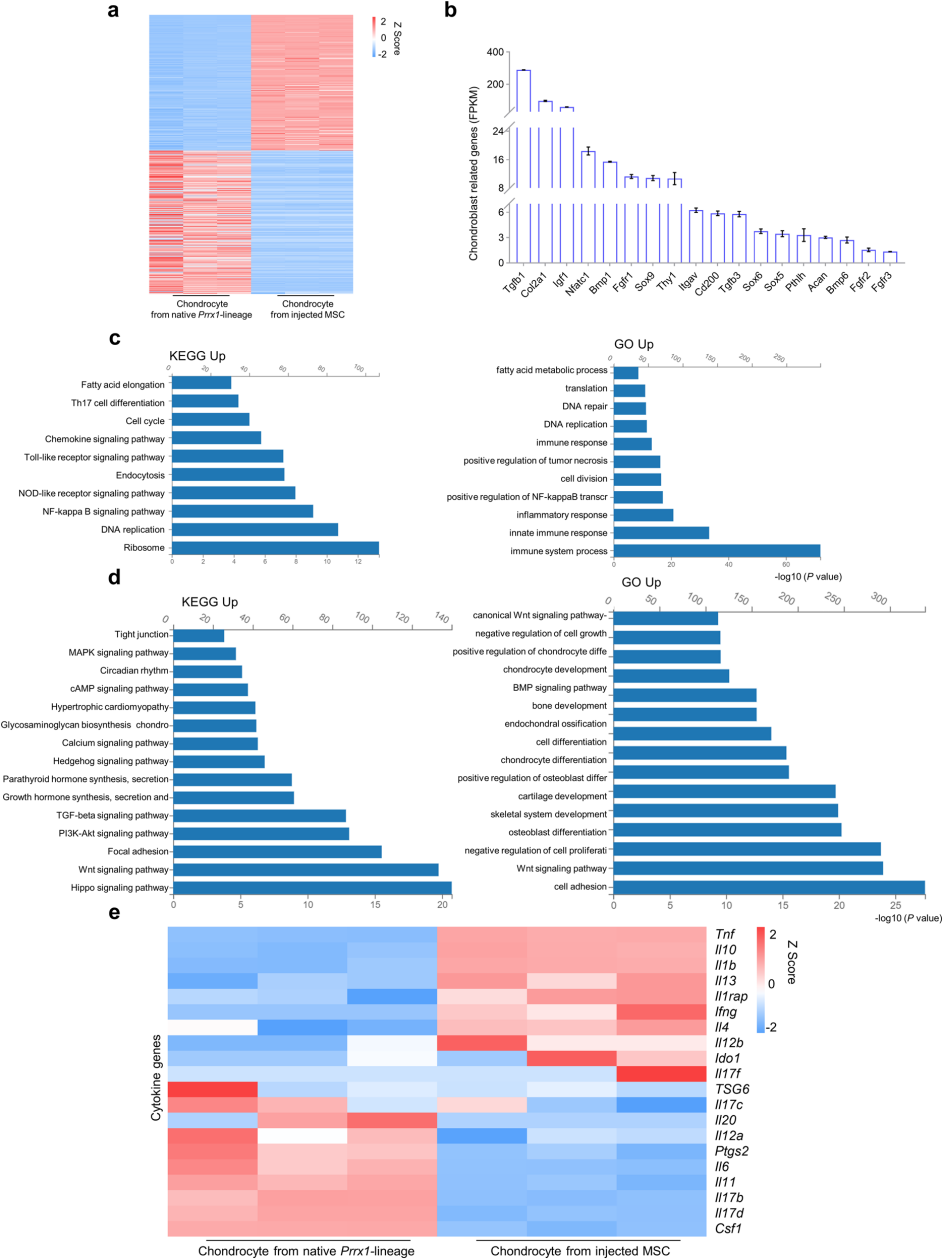
Analysis of the transcription profiles of articular chondrocytes derived from *Prrx1*-linege iWAT MSCs. **a** Heatmaps of the top 500 genes expressed in articular chondrocytes derived from *Prrx1*-linege iWAT MSCs and endogenous articular chondrocytes of *Prrx1-Cre; R26*^*tdTomato*^ mice. *N* = 3 mice. **b** Chondroblast related genes (FPKM) expressed by articular chondrocytes derived from *Prrx1*-lineage iWAT MSCs. **c** KEGG (up-regulated) and GO (up-regulated) analysis results of the articular chondrocytes derived from *Prrx1*-linege iWAT MSCs. **d** KEGG (up-regulated) and GO (up-regulated) analysis results of the endogenous articular chondrocytes in *Prrx1-Cre; R26*^*tdTomato*^ mice. **e** Heatmaps of the cytokine genes expressed in articular chondrocytes derived from *Prrx1*-linege iWAT MSCs and endogenous articular chondrocytes of *Prrx1-Cre; R26*^*tdTomato*^ mice. *N* = 3 mice.

## Discussion

OA is an incurable common disease and the emerging MSC-based therapy has shown some promise in OA treatment^56^. However, in spite of more than 200 clinical trials, predictable, reliable, and efficacious MSC products remain in shortage^57^. The problems mainly arise from the heterogeneity of MSCs and the uncertain mechanisms of action^58^. This study compared the therapeutic effects of *Prrx1*-lineage and *Dermo1*-lineage MSCs isolated from white and dermal adipose tissues on OA mouse models. The isolated *Prrx1*-lineage and *Dermo1*-lineage MSCs were directly injected into the articular cavity of OA model mice, without in vitro expansion. We found that the *Prrx1*-lineage iWAT cells are superior to other three groups of MSCs in OA treatment and show long-term effect. *Prrx1*-lineage iWAT MSCs suppress the expression of MMP13 and promote the expression of Col2α1 in OA cartilage samples, suggesting that cartilage destruction is suppressed.

MSCs from various anatomic sources are used in preclinical and clinical trials to test their effectiveness against OA, including MSCs from the bone marrow, WAT, and umbilical cord. In our study, we find that MSCs from the white adipose tissue are better than MSCs from dermal adipose tissue. This difference is likely caused by the fact that MSCs isolated from dermis mainly contain dermal fibroblasts, as evidenced by our scRNA-seq data, which may be less potent than MSCs of adipose tissues. In human, the dermal fat and the subcutaneous fat at the abdomen are continuous and are difficult to separate. Based on our findings, MSCs from the subcutaneous adipose tissues (the deep layer) may be better than those from the dermis.

MSCs from the same tissue can be heterogeneous as suggested by single cell profiling and genetic tracing studies^42,59^. Both *Prrx1-Cre* and *Dermo1-Cre* mouse lines have been used to study skeletal development. However, previous studies have reported that *Prrx1*-marked cells showed properties not shared by *Dermo1*-marked cells. For example, ablation of *Patched1*, which activates the Hedgehog signaling, in *Prrx1*-lineage cells leads to development of osteosarcoma and chondroma whereas ablation of *Patched1* in *Dermo1*-lineage cells fails to do so^60^. In addition, ablation of *Tsc1*, which leads to activation of the mTOR signaling, in *Prrx1*-lineage cells leads to greatly increased bone mass while ablation of *Tsc1* in *Dermo1*-lineage cell leads to mild increase in bone mass^61^. Here, we show that both *Prrx1* and *Dermo1* mark white adipose and dermal adipose tissues, and give rise to adherent cells that have properties of MSCs. Notably, *Prrx1*-lineage iWAT MSCs are more potent than *Dermo1*-lineage iWAT MSCs. Our single cell profiling revealed that *Prrx1*-lineage MSCs contained more stem cells (ASC2) and fewer adipose progenitors than *Dermo1*-lineage MSCs. These findings suggest that ASC2 cells, which have the greatest stemness among the SVF cells, may be a better candidate for OA treatment. Future studies may isolate the ASC2 cells and test their effect on OA mice. Moreover, our findings suggest that the in vitro and in vivo stemness of MSCs is an indicator for their effectiveness in OA treatment, at least for MSCs with regenerative abilities.

We show that *Prrx1*-lineage MSCs might exert their therapeutic effects in multiple ways. While it is generally believed that the function of MSCs are mainly mediated by paracrine secretion of immunomodulatory cytokines and trophic factors, we find that *Prrx1*-lineage iWAT MSCs may treat OA with 3 different mechanisms: differentiating into Col2α1^+^ chondrocytes and incorporating into the articular cartilage; inducing Col1α1 expression in resident chondrocytes, and suppressing synovial inflammation. Transcriptome analyses confirmed these features in the articular chondrocytes derived from the injected MSCs. Single cell profiling have identified Col1α1^+^ fibrochondrocytes in articular cartilage of OA samples besides subchondral osteoblasts and meniscus in the knee joint^49,50^. The Col1α1^+^ cells in meniscus have stem cell activities^42,50^, while Col1α1^+^ fibrochondrocytes in cartilage may help repair cartilage^44^, although this needs to be verified^62,63^. Col1α1 expression may be stimulated by MSCs-secreted trophic factors including IGF1 and VEGF in addition to previous reported HGF, TGFβ2, and FGFs^21^. In addition, the *Prrx1*-lineage WAT MSCs may suppress synovial inflammation with new mechanisms. We find that these cells synthesize IL1ra, IL4, IL10, IL13, and TGFβ to suppress inflammation besides IDO, TSG6, and PGE2.

Our study identified a genetically-marked MSC population that can regenerate the damaged articular cartilage, especially in early stages of OA, in addition to suppressing inflammation and secreting trophic factors. The regenerating ability of MSCs appears to rely on the stemness of the cells and last for at least 4 months.

## Methods

### Study design

The aim of this study is to compare the therapeutic effects of *Prrx1* and *Dermo1* lineage MSCs from white adipose tissues and dermal adipose tissues on knee Osteoarthritis (KOA) mouse models to identify MSC subpopulations with the greatest therapeutic effect in OA treatment. We isolated *Prrx1*- and *Dermo1*-lineage MSCs by FACS sorting (Tomato^+^) from iWAT and dermis of *Prrx1-Cre; R26*^*tdTomato*^ and *Dermo1-Cre; R26*^*tdTomato*^ mice and compared their in vitro proliferation, tri-lineage differentiation potentials, the expression of cell surface markers, and their scRNA-seq signatures, to determine their stemness. The mice were divided to six groups randomly (Sham, OA + PBS, OA + *Prrx1*-lineage iWAT MSCs, OA + *Prrx1*-lineage dermal MSCs, OA + *Dermo1*-lineage iWAT MSCs, and OA + *Dermo1*-lineage iWAT MSCs, each group had six mice). We directly injected one dose of MSCs (2.5 × 10^5^ cells in 25 μl PBS) into the articular cavity of OA model mice, which are induced by ACLT. The mice used in each experiment was indicated in the figure legends. Sample size was determined on the basis of previous experience.

### Mice maintenance

The *Prrx1-Cre*, *Dermo1-Cre*, and *R26*^*tdTomato*^ mouse lines were purchased from the Jackson Laboratory (https://www.jax.org/cn/). The *Prrx1-Cre; R26*^*tdTomato*^ and *Dermo1-Cre; R26*^*tdTomato*^ mouse lines are on *C57BL/6* background. The normal mice used to create knee arthritis models are also on *C57BL/6* background and were all purchased from The Nanjing model animal center. The mice used in this study were all male as most previous studies used male mice^47,48^. The mice used in the experiment were anesthetized using 40 mg kg^−1^ sodium pentobarbital by intraperitoneal injection, to obtain tissue sample or euthanized by carbon dioxide inhalation.

Animal experiments were carried out in accordance with recommendations in the National Research Council Guide for Care and Use of Laboratory Animals and in comply with relevant ethical regulations for animal testing and research, with the protocols approved by the Institutional Animal Care and Use Committee of Shanghai, China (SYXK(SH)2011-0112). This study follows the project that “Studies on the mechanism of MSC self-renewal differentiation and regulation of related tissue stem cells”, which was approved by Shanghai Jiao Tong University in 2015 and the approval number is A2015027. In this study, only corresponding authors and Hongshang Chu were aware of the group allocation of the experiments (during the allocation, the conduct of the experiment, the outcome assessment, and the data analysis).

### Cell flow cytometry analysis and cell sorting

The dermis, iWAT, synovial tissue, and knee cartilage were taken from the mice. The dermis was digested with elastase and type IV collagenase, while inguinal white adipose tissue was digested with type II collagenase, synovial tissue was digested with type II collagenase. The knee cartilage was digested with type II collagenase. The released cells were passed through 40 μl and 70 μl cell sieves to get single cells. Then, we sorted out Tomato^+^ cells using Bio-Rad Flow Cytometer.

For cell surface marker expression with flow cytometry, the following antibodies are used: Sca-1-FITC (Biolegend, Cat #: 108105, Clone: D7, 1:50 dilution), CD29-FITC (Biolegend, Cat #: 102205, Clone: HMβ1-1, 1:50 dilution), CD44-APC (Biolegend, Cat #: 103011, Clone: IM7, 1:200 dilution), CD45-FITC (Biolegend, Cat #: 103107, Clone: 30-F11, 1:200 dilution), CD45-PE594 (Biolegend, Cat #: 103145, Clone: 30-F11, 1:200 dilution), CD73-APC (Biolegend, Cat #: 127209, Clone: TY/11.8, 1:200 dilution), CD146-APC (Biolegend, Cat #: 134711, Clone: ME-9F1, 1:200 dilution), CD105-AF488 (Biolegend, Cat #: 120405, Clone: MJ7/18, 1:250 dilution), CD106-FITC (Biolegend, Cat #: 105705, Clone: 429(MVCAM.A), 1:200 dilution), and CD271-FITC (Biolegend, Cat #: 345103, Clone: ME20.4, 1:100 dilution).

### In vitro MSC proliferation and differentiation

The Tomato^+^ cells were cultured in vitro to determine the proliferation ability by quantitating the expression of Ki67 with an immunofluorescence staining kit (Abcam, ab15580) and DAPI (ThermoFisher Scientific). The cell cultures were also used to determine the differentiation ability. They were induced to differentiate into osteogenic, chondrogenic, and adipogenic cells. For osteogenic differentiation, the MSCs were seeded at 5 × 10^3^/well in 12-well plates. The next day, the cells were switched into osteogenic medium (α-MEM medium containing 15% FBS, 10 mM β-glycerol phosphate, and 50 μg/ml ascorbic acid) for 7–10 days, with medium changed every 2 days. The cells were then fixed in 4% paraformaldehyde and stained with ALP. For chondrogenic differentiation, the cells were suspended at a concentration of 1.0 × 10^7^ cells/ml. We transferred the cells into 1.5 ml RNA-free EP tubes for centrifugation using 2.6 g centrifugal force, gathered the cells at the bottom of EP tubes, and discarded the supernatant. After adding α-MEM containing 15% FBS, 100 IU/ml penicillin, and 100 μg/ml streptomycin, the EP tube was placed in a cell incubator in a semi-closed state for culture for 48 h, and after cell agglomeration, the medium was discarded and chondrogenic medium (α-MEM containing 15% FBS, 100 nM dexamethasone, 10 ng/ml TGFβ1, and 1 μM ascorbate-2-phosphate) was added. The cell mass was maintained for 21 days, with the medium changed every 3 days and the cell mass was fixed with paraformaldehyde and sliced, which were lastly stained with Alcian blue. For adipocyte differentiation, the MSCs were seeded at 2 × 10^4^/well in a 12-well plate and cultured in α-MEM containing 15% FBS, 100 nM dexamethasone, and 5 μM insulin for 2 days. Then, the cells were switched into adipocyte maintenance medium (α-MEM containing 15% FBS and 5 μM insulin) for 6 days, with medium changed every3 days. The cells were then fixed and stained with Oil red O solution.

### RNA isolation and quantitative PCR

Differentiation and expression were also assessed with quantitative PCR. Total RNA was extracted from the articular cartilage or cells, which had been induced to differentiate into osteogenic, chondrogenic, and adipogenic, using Trizol reagent (Invitrogen) and was reverse transcribed using PrimerScriptTM RT reagent Kit (TaKaRa, RR037A) to obtain cDNA. Quantitative PCR was performed using the Roche Light Cycler 480II Assay system (Roche). The levels of different mRNA species were calculated with the delta‐delta CT method and normalized to GAPDH. The primer sequences are used in Supplementary Table 1.

### Surgically-induced osteoarthritis mouse model and MSC injection

All animals were treated according to standard guidelines approved by the Shanghai Jiao Tong University ethics committee. OA was induced by ACLT in 8-week-old *C57BL/6* male mice, which gradually developed KOA pathology starting from 4 weeks, as previous reported^47,48^. Each mouse is treated as the experimental unit. The mice were randomly divided to six groups (Sham, OA + PBS, OA + *Prrx1*-lineage iWAT MSCs, OA + *Prrx1*-lineage dermis MSCs, OA + *Dermo1*-lineage iWAT MSCs, and OA + *Dermo1*-lineage dermis MSCs). The mice were all maintained in the same room and same access to water and food. They were derived from the same breeder to minimize potential confounders. Intra-articular injections of 1 × PBS or MSCs (2.5 × 10^5^ cells in 25 μl PBS) were carried out at 4 or 8 weeks post-KOA surgery with German Braun Disposable Sterile Insulin Syringe (0.3*8 mm, 1 ml).

### Histological analysis, immunohistochemistry, and immunofluorescence staining

The harvested knee joints at 3 weeks or 4 months post-surgery, which were fixed in 4% (vol/vol) neutral buffered formalin for 24 h and decalcified in neutral 10% (wt/vol) EDTA solution for 1 month at room temperature on the oscillator. The samples were then dehydrated, cleared, and embedded in paraffin blocks sequentially, or soaked in 20% sucrose and then 30% sucrose and finally embed with optimal cutting temperature compound (OCT) in liquid nitrogen. The paraffin-embedded tissues were cut 10 μm with a paraffin microtome and the frozen-embedded tissues were cut 8 μm with a cryostat. Paraffin sections were used for safranin-O and H/E staining while frozen sections were used for immunostaining. Mice samples (*n* = 6) from each group were evaluated by the Osteoarthritis Research Society international (OARSI) scoring system with a score of 0 standing for normal cartilage, 0.5 = loss of proteoglycan with an intact surface, 1 = superficial fibrillation without loss of cartilage, 2 = vertical clefts and loss of surface lamina (any % or joint surface area), 3 = vertical clefts/erosion to the calcified layer lesion for 1%–25% of the quadrant width, 4 = lesion reaches the calcified cartilage for 25%–50% of the quadrant width, 5 = lesion reaches the calcified cartilage for 50%–75% of the quadrant width, and 6 = lesion reaches the calcified cartilage for 75% of the quadrant width. The synovitis score was based on the method in published articles, all defined histopathological qualities are graded from absent (0), slight (1) and moderate (2) to strong (3), with summaries ranging from 0 to 9. 0 to 1 corresponds to no synovitis (inflammatory grade = 0), 2 to 3 to a slight synovitis (inflammatory grade 1), 4 to 6 to a moderate synovitis (inflammatory grade 2), and 7 to 9 to a strong synovitis (inflammatory grade 3)^64^. The cartilage sections were incubated overnight with polyclonal anti-Col2α1 antibody (abcam, Cat #: ab34712, rabbit, 1:50 dilution), anti-MMP13 antibody (abcam, Cat #: ab39012, rabbit, 1:100 dilution), anti-Col1α1 antibody (abcam, Cat #: ab21286, rabbit, 1:100 dilution), anti-Aggrecan antibody (millipore, Cat #: AB1031, rabbit, 1:50 dilution), anti-Col1α1 antibody (proteintech, Cat #: 67288-1, mouse, 1:100 dilution), and anti-CD45 antibody (abcam, Cat #: ab10558, rabbit, 1:100 dilution). The sections were then incubated with secondary antibodies conjugated with Alexa Fluor IgG(H + L) 488 (invitrogen, Cat #: A11008, goat anti-rabbit, 1:100 dilution) or Alexa Fluor IgG(H + L) 555 (invitrogen, Cat #: A11001, goat anti-mouse, 1:100 dilution). Slides were mounted with anti-fade mounting medium (OriGene, Cat #: Zli-9556, 1:1 dilution) and DAPI (ThermoFisher Scientific, Cat #: 62248, 1:1000 dilution). Images were taken under Olympus DP72 microscope (Olympus Microsystems).

### scRNA-seq and analysis

Isolated Tomato^+^ cells from iWAT and dermis were used for single cell RNA sequencing by10X Genomics. RNA from the barcoded cells was subsequently reverse-transcribed and sequencing libraries constructed with reagents from a Chromium Single Cell 3’ v3 reagent kit (10X Genomics) following the manufacturer’s instructions. Sequencing was performed with Illumina NovaSeq 6000 (Illumina). Raw reads were demultiplexed and mapped to the mouse reference genome by Cell Ranger version 6.0.2 (10X Genomics) pipeline using default parameters. Each tissue were sequenced at a depth of about 70% saturation. The generated gene-cell expression matrices were used for subsequent analysis in R version 4.3.1 using Seurat version 4.3.0.1. “Cells” fit any of the following criteria were excluded: <200 expressed genes, >20% UMIs mapped to mitochondria. Samples from iWAT or dermis were respectively integrated using “FindIntegrationAnchors” and “IntegrateData” functions. Integrated data were undergone standard cell cycle regression process provided by Seurat. Processed data were used for downstream graph-based clustering and t-SNE visualization. “FeaturePlot” function in Seurat was used for the visualization of Specific genes expression.

### Bulk RNA-seq and analysis

We harvested Tomato^*+*^ articular chondrocytes formed by injected *Prrx1*-lineage iWAT MSCs from KOA mice and age -and sex-matched *Prrx1-Cre; R26*^*tdTomato*^ mice. Three mice were used in either sample. RNA-seq was performed by BGI using the Illumina system. Bulk RNA-Seq data analysis was performed as follows: (1) Data filtering, the raw data obtained from sequencing was filtered using SOAPnuke (v1.5.6) to filter out 1) reads containing adapter (adapter contamination); 2) reads with an unknown base N content greater than 5%, and 3) low-quality reads (reads with a mass value of less than 15 and more than 20% of the total base number of the reads are low-quality reads) to obtain clean data. Follow-up use of Dr. Tom’s Multi-Omics Data Mining (https://biosys.bgi.com) Department conducts data analysis, mapping and mining. (2) Differential gene analysis was performed, and the clean data was aligned to the reference genome using HISAT2 (v2.1.0) software. Use Bowtie2 (v2.3.4.3) to align the clean data to the reference gene set. Gene expression quantification was performed using RSEM (v1.3.1) software, and clustering heat maps of gene expression in different samples were plotted using pheatmap (v1.0.8). Differential gene testing was performed using DESeq2 (v1.4.5) with Q value ≤ 0.05 or FDR ≤ 0.001. (3) KEGG and GO enrichment analysis, Phyper was used to perform GO (http://www.geneontology.org/) and KEGG (https://www.kegg.jp/) enrichment analysis of differential genes, with Qvalue ≤ 0.05 as the threshold, and the definition of meeting this condition was significant enrichment in candidate genes.

### Statistical analysis

All the measurements were collected by two authors who do not know the allocations of mice. The FlowJo software was used to analyze and plot the proportion of flow sorted cells. The GraphPad Prism 8.0.2 software was used to analyze and plot the qPCR and immunofluorescence results. All quantitative data are presented as means ± SD unless indicated otherwise. One-way ANOVA (and nonparametric) multiple comparisons and Unpaired two-tailed Student’s *t* test were applied to evaluate the correlation data and *p* < 0.05 was considered as statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. We ensure that we have not set criteria and exclusions in this study. For each analysis, we have reported the exact value of *n* in each experimental group.

### Supplementary information

Supplementary table and figures

nr-reporting-summary

## Data Availability

All data generated in this study are included in this published article or the supplementary information files. The bulk RNA-seq data have been deposited into NCBI (GSE253195). The scRNA-seq data have been deposited into NCBI (PRJNA1063441). The materials and detailed protocols are available by contacting Baojie Li at .

# Supplementary material for: Comparison studies identify mesenchymal stromal cells with potent regenerative activity in osteoarthritis treatment
**Source:** NPJ Regen Med. 2024 Apr 1;9:14. doi: 10.1038/s41536-024-00358-y
**Supplement:** Supplementary file 1 — Supplementary table and figures

## **Supplementary information**

### **Comparison studies identify mesenchymal stromal cells with potent regenerative activity in osteoarthritis treatment**

Hongshang Chu<sup>1</sup>, Shaoyang Zhang<sup>1</sup>, Zhenlin Zhang<sup>2</sup>, Hua Yue<sup>2</sup>, Huijuan Liu<sup>1</sup>, Baojie Li<sup>1,3,6</sup>, Feng Yin<sup>3,4,5,6</sup>

<sup>6</sup> Corresponding authors

**This file includes:**

Supplementary table 1

Supplementary Figures 1 to 7

**Supplementary table 1**

| <b>Table:</b> primer sequences for quantitative PCR                                                                                                                                                                                                                                                        |                                                                               |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------|
| <i>Runx2</i>                                                                                                                                                                                                                                                                                               | Sense: 5'-CCGGTCTCCTTCCAGGAT-3'<br>Antisense: 5'-GGGAACTGCTGTGGCTTC-3'        |
| <i>Ocn</i>                                                                                                                                                                                                                                                                                                 | Sense: 5'-AAGCAGGAGGGCAATAAGGT-3'<br>Antisense: 5'-TTTGTAGGCGGTCTTCAAGC-3'    |
| <i>Col2</i>                                                                                                                                                                                                                                                                                                | Sense: 5'-CCTCAAGGCAAAGTTGGTCCT-3'<br>Antisense: 5'-CACACGTCTCGGTCATGGTA-3'   |
| <i>Sox5</i>                                                                                                                                                                                                                                                                                                | Sense: 5'- CCCGTGATCCAGAGCACTTAC-3'<br>Antisense: 5'- CCGCAATGTGGTTTTTCGCT-3' |
| <i>Cebpa</i>                                                                                                                                                                                                                                                                                               | Sense: 5'-GGACAAGAACAGCAACGAG-3'<br>Antisense: 5'-TCACTGGTCAACTCCAGCAC-3'     |
| <i>Pparγ</i>                                                                                                                                                                                                                                                                                               | Sense: 5'- TCGCTGATGCACTGCCTATG-3'<br>Antisense: 5'- GAGAGGTCCACAGAGCTGATT-3' |
| <i>Colla1</i>                                                                                                                                                                                                                                                                                              | Sense 5'- TAAGGGTCCCCAATGGTGAGA -3'<br>Antisense5'-GGGTCCCTCGACTCCTACAT -3'   |
| <i>GAPDH</i>                                                                                                                                                                                                                                                                                               | Sense: 5'-TGACCTCAACTACATGGTCTACA-3'<br>Antisense: 5'-CTTCCCATTCTCGGCCTTG-3'  |
| <p><i>Runx2</i>: Run-related transcription factor 2; <i>Ocn</i>: osteocalcin; <i>Sox5</i>: SRY-box transcription factor 5; <i>Cebpa</i>: CCAAT/enhancer binding protein alpha; <i>Pparγ</i>: peroxisome proliferator-activated receptor gamma; <i>GAPDH</i>: glyceraldehyde-3-phosphate dehydrogenase.</p> |                                                                               |

## Supplementary Figures

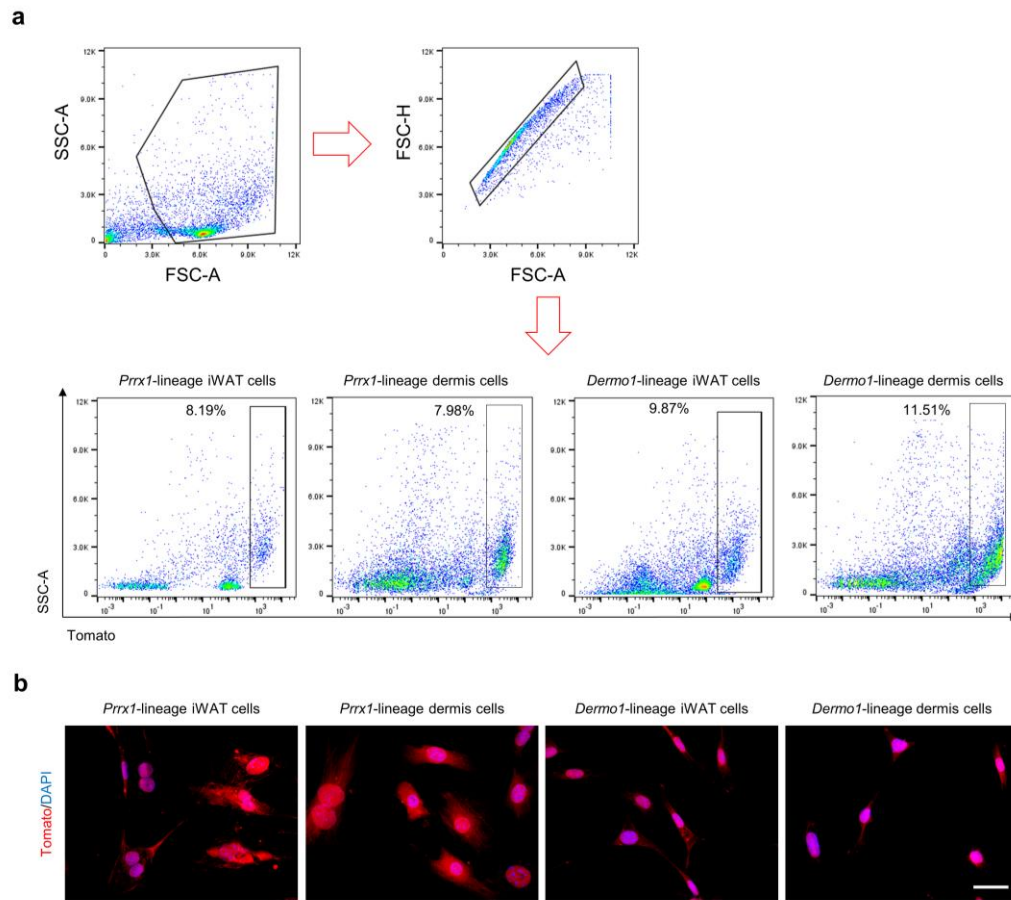

**Supplementary Figure 1. Isolation of *Prrx1*- and *Dermo1*-lineage cells from iWAT and dermis.**

**a.** Representative flow cytometry results showing Tomato<sup>+</sup> cells in the inguinal white adipose and dermal tissues of *Prrx1*-*Cre*; *R26*<sup>tdTomato</sup> and *Dermo1*-*Cre*; *R26*<sup>tdTomato</sup> mice. FACS gating strategies were shown in upper panels. **b.** FACS-sorted *Prrx1*-lineage iWAT cells, *Prrx1*-lineage dermis cells, *Dermo1*-lineage iWAT cells, and *Dermo1*-lineage dermis cells were Tomato<sup>+</sup> in cultures. Scale bars = 20 μm.

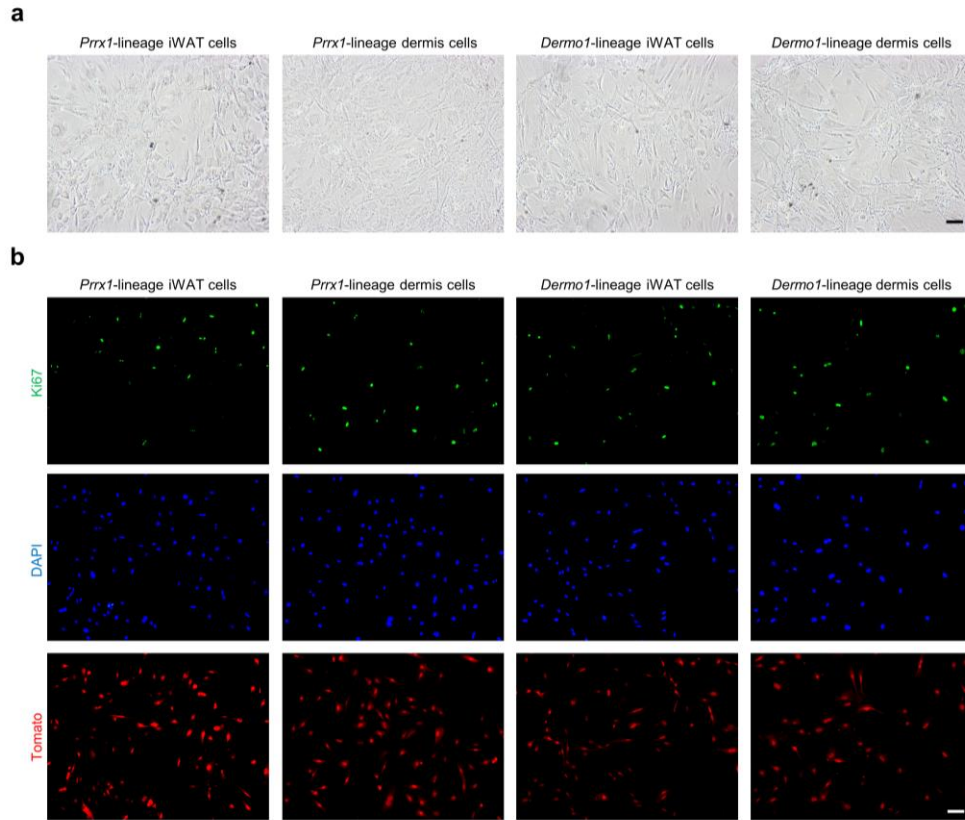

**Supplementary Figure 2. The 4 populations of cells adhered to culture plates and underwent proliferation in vitro.**

**a.** The 4 groups of cells adhered to the culture plates. Scale bars = 100  $\mu$ m. **b.** Immunostaining results for Ki67 and DAPI in the four cell groups (cultured for 5 days). Scale bars= 100  $\mu$ m. The merged images were shown in main Figure 2a.

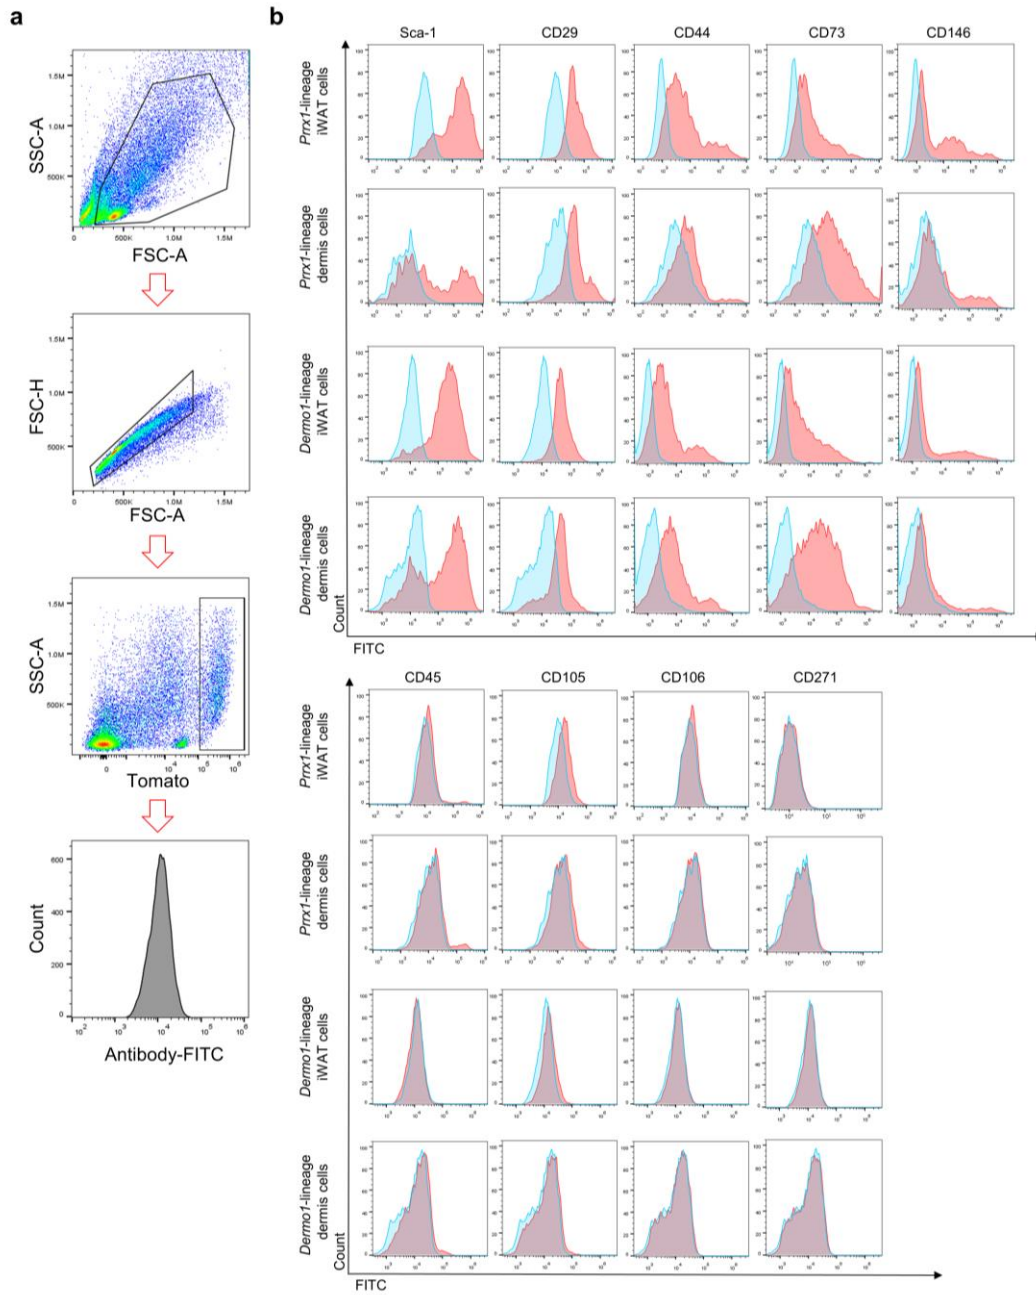

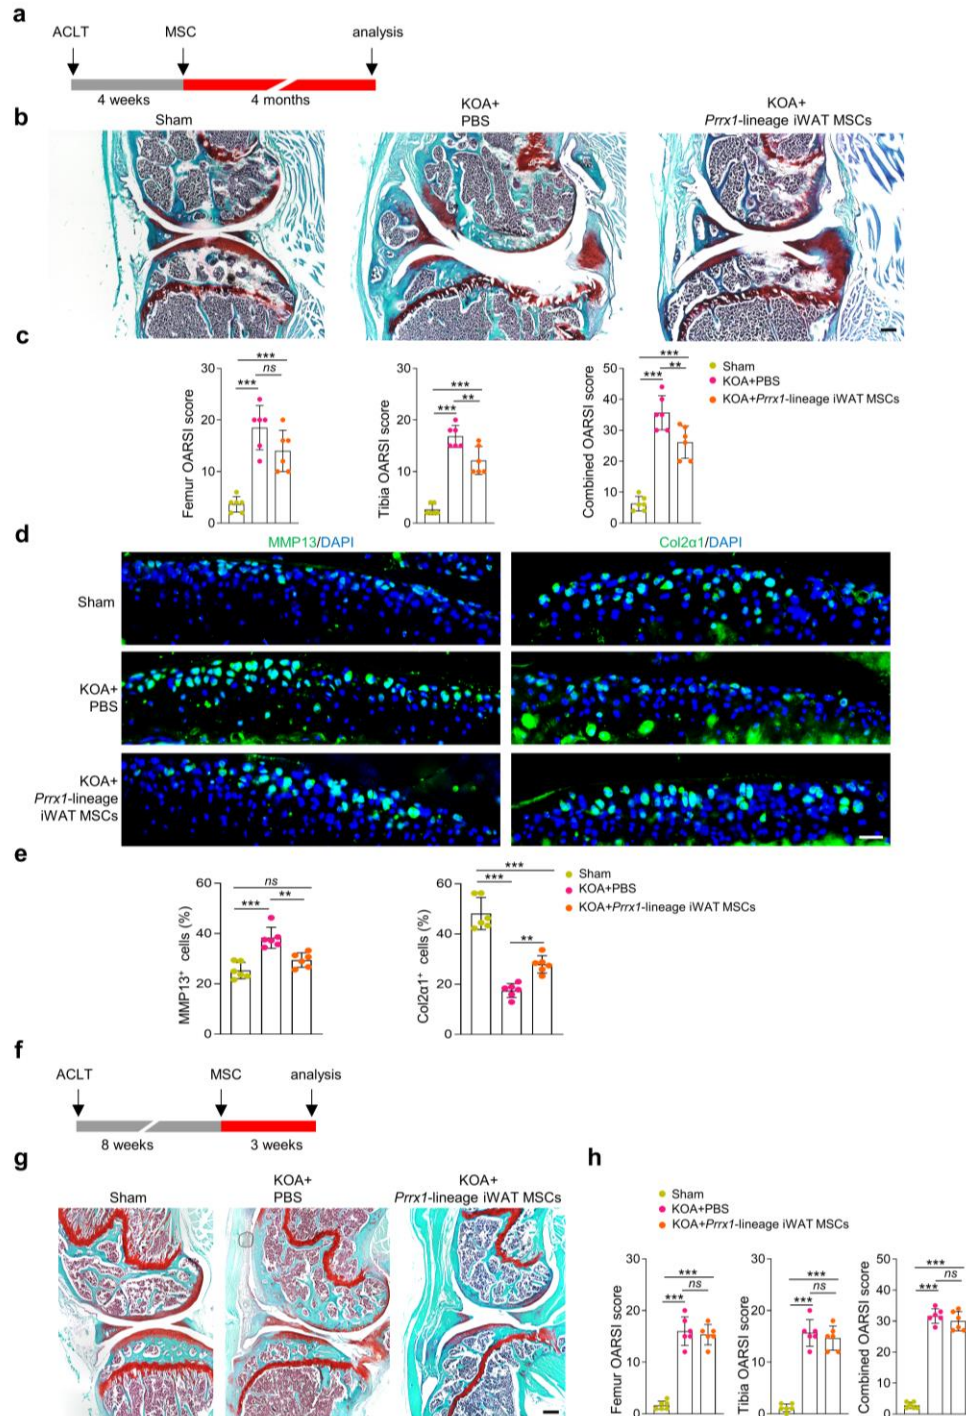

**Supplementary Figure 4. *Prrx1*-lineage iWAT MSCs have a long-term therapeutic effect on early stage KOA.**

**a.** Schematic diagram showing the experiment design for **b-e**. **b.** Representative Safranin O staining results of the knee joint articular cartilage. Scale bars = 200  $\mu$ m. **c.** OARSI scores of the articular cartilage after treatment with MSCs. OARSI scores of femur (left), tibia (middle), and the combined (right). N=6 mice. **d.** Immunostaining for

MMP13 and Col2 $\alpha$ 1 on the articular cartilage sections. Scale bars = 50  $\mu$ m. **e.** Quantification results of MMP13 or Col2 $\alpha$ 1 positive cells. N=6 mice. **f.** Schematic diagram showing the experiment design for **g** and **h**. **g.** Representative Safranin O staining results of the knee joint articular cartilage. Scale bars = 200  $\mu$ m. **h.** OARSI scores of the articular cartilage after treatment with MSCs. OARSI scores of femur (left), tibia (middle), and the combined (right). N=6 mice. Data are presented as means  $\pm$ SEM in (**c**, **e**, and **h**). One-way ANOVA (and nonparametric) multiple comparisons was applied in (**c**, **e**, and **h**),  $p < 0.05$  was considered as statistically significant. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ . ns = not significant.

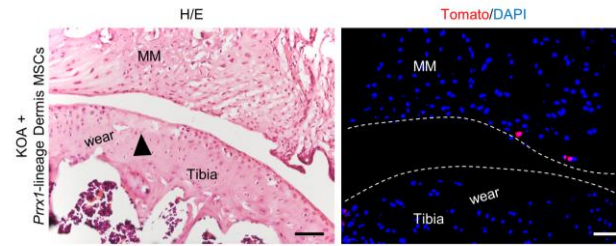

**Supplementary Figure 5. Tracing of *Prrx1* dermal MSCs (Tomato<sup>+</sup>) three weeks after being injected into the intra-articular cavities of OA model mice.**

Left panel: H/E staining, right panel: Tomato and DAPI staining. Scale bars = 50  $\mu$ m.

Arrowhead: wear. MM: medial meniscus.

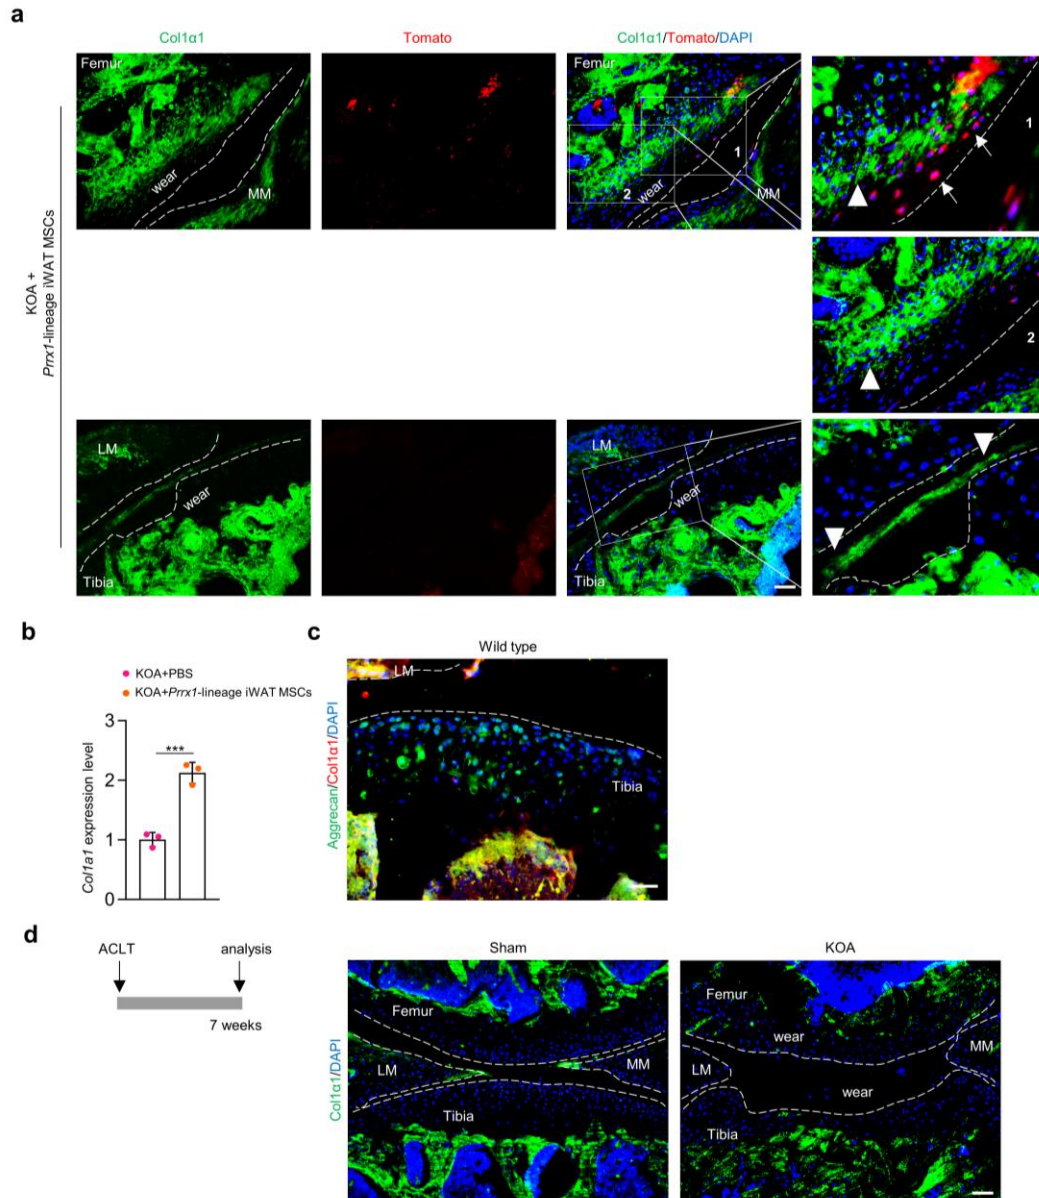

**Supplementary Figure 6. *Prrx1*-lineage iWAT MSCs induced *Col1α1* expression in resident chondrocytes.**

**a.** Representative immunostaining results for *Col1α1* in articular cartilage with (upper panels) or without (lower panels) incorporation of *Tomato*<sup>+</sup> MSCs. Scale bars= 50 μm.

**b.** Quantitative PCR was carried out to determine the expression of *Col1a1* in the articular cartilage samples of KOA mice and KOA mice treated with *Prrx1*-lineage iWAT MSCs. N=3 mice.

**c.** Normal mice showed none *Col1α1*<sup>+</sup> chondrocytes in the articular cartilage. The joint sections were stained for Aggrecan (a chondrocyte marker) and *Col1α1*. Scale bars = 50 μm.

**d.** Left panel: schematic diagram showing the experiment design. Right panels: immunostaining results for *Col1α1* on joint sections

of KOA mice and sham mice. The joint sections were stained for Coll $\alpha$ 1 and DAPI. MM: medial meniscus, LM: lateral meniscus. Scale bars = 100  $\mu$ m. Data are presented as means  $\pm$ SEM. Unpaired two-tailed Student's t test were applied in **b**,  $p < 0.05$  was considered as statistically significant. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ .

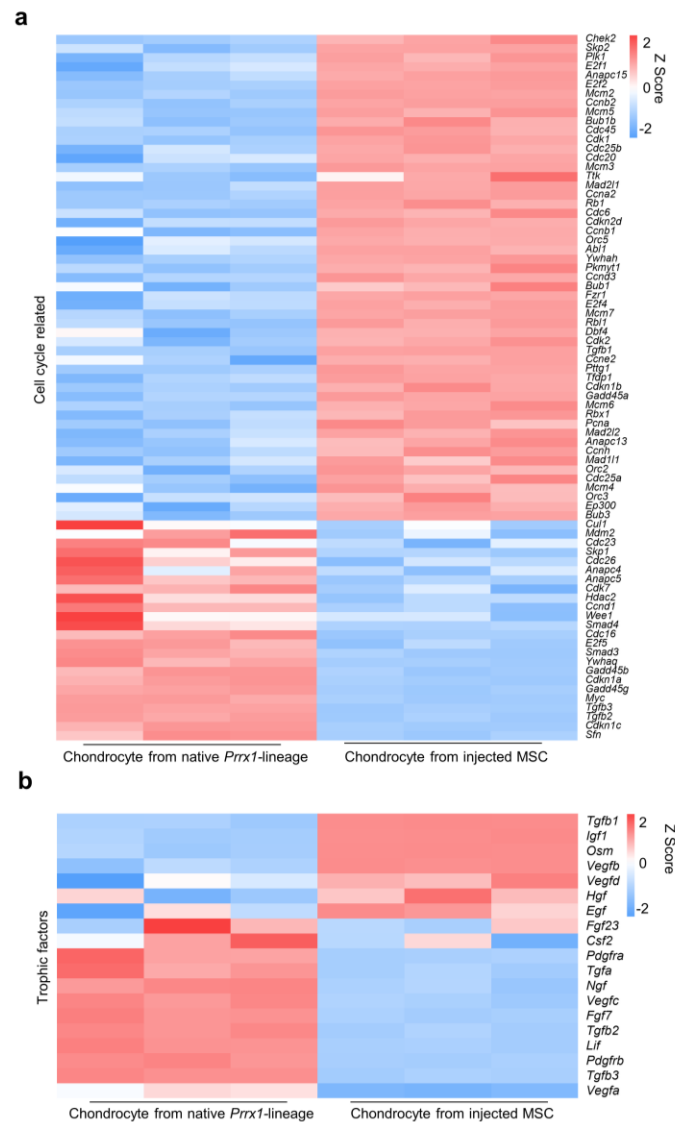

**Supplementary Figure 7. Analysis of the transcription profiles of articular chondrocytes derived from *Prrx1*-lineage iWAT MSCs.**

**a.** Heatmaps of the cell cycle genes expressed in Tomato<sup>+</sup> chondrocytes (derived from injected MSCs) and endogenous articular chondrocytes. 

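Of the cell cycle genes in the heatmap, all 53 drawn as higher in the MSC-derived cells were called higher, and all 24 drawn as higher in the endogenous cells were called lower, at an adjusted p of 0.05 or less in edgeR's quasi-likelihood test. The heatmap and the test use the same libraries, so the match in direction is no separate test. Among the 53 genes, the largest log2 fold change was that of *Chek2* (2.65, standard error 0.25) and the smallest that of *Mad1l1* (0.38, standard error 0.13), and the median was 1.23. Among the 24 genes, *Sfn* fell most, by 3.44 on the log2 scale, and *Cul1* least, by 0.31. *Mad1l1* lost its call in 4 of the fits that left out a library, and *Cul1* in 3.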

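*Tgfb1*, *Igf1*, *Osm*, *Vegfb*, *Vegfd*, *Hgf* and *Egf* all had positive log2 fold changes in the Tomato+ cells derived from injected MSCs, and the first 4 of these 7 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. *Osm*, which encodes oncostatin M, had the largest change, 3.32 (standard error 0.14, adjusted p = 7.84e-07), at 91.1 ± 0.560 FPKM against 8.40 ± 1.53 FPKM (SD, n = 3). *Egf* had 13 to 19 counts in the MSC-derived libraries and at most 13 in the endogenous ones (adjusted p = 0.327). *Pdgfra*, *Pdgfrb*, *Tgfa*, *Lif*, *Vegfa*, *Vegfc*, *Fgf7*, *Tgfb2*, *Tgfb3*, *Csf2* and *Fgf23* all had negative log2 fold changes, and all of these passed except *Csf2* (adjusted p = 0.183) and *Fgf23*.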

N=3 mice. **b.** Heatmaps of the trophic factor genes expressed in Tomato<sup>+</sup> chondrocytes (derived from injected MSCs) and endogenous articular chondrocytes. N=3 mice.

# Supplementary material for: Comparison studies identify mesenchymal stromal cells with potent regenerative activity in osteoarthritis treatment
**Source:** NPJ Regen Med. 2024 Apr 1;9:14. doi: 10.1038/s41536-024-00358-y
**Supplement:** Supplementary file 2 — nr-reporting-summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For the RNA-Seq data, raw sequencing data were collected from Illumina Nova Seq 6000 platform. RNA from the barcoded cells was subsequently reverse-transcribed and sequencing libraries constructed with reagents from a Chromium Single Cell 3' v3 reagent kit (10X Genomics) following the manufacturer's instructions. Sequencing was performed with Illumina NovaSeq 6000 (Illumina).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | Bulk RNA-Seq data analysis was performed as follows: (1) Data filtering, the raw data obtained from sequencing was filtered using SOAPnuke (v1.5.6) to filter out 1) reads containing adapter (adapter contamination); 2) reads with an unknown base N content greater than 5%, and 3) low-quality reads (reads with a mass value of less than 15 and more than 20% of the total base number of the reads are low-quality reads) to obtain clean data. Follow-up use of Dr. Tom's Multi-Omics Data Mining ( <a href="https://biosys.bgi.com">https://biosys.bgi.com</a> ) Department conducts data analysis, mapping and mining. (2) Differential gene analysis was performed, and the clean data was aligned to the reference genome using HISAT2 (v2.1.0) software. Use Bowtie2 (v2.3.4.3) to align the clean data to the reference gene set. Gene expression quantification was performed using RSEM (v1.3.1) software, and clustering heat maps of gene expression in different samples were plotted using pheatmap (v1.0.8). Differential gene testing was performed using DESeq2 (v1.4.5) [with Q values≤0.05 or FDR≤0.001. (3) KEGG and GO enrichment analysis, Phyper was used to perform GO ( <a href="http://www.geneontology.org/">http://www.geneontology.org/</a> ) and KEGG ( <a href="https://www.kegg.jp/">https://www.kegg.jp/</a> ) enrichment analysis of differential genes, with Qvalue ≤0.05 as the threshold, and the definition of meeting this condition was significant enrichment in candidate genes. Raw reads were demultiplexed and mapped to the mouse reference genome by Cell Ranger version 6.0.2 (10X Genomics) pipeline using default parameters. Each tissue were sequenced at a depth of about 70% saturation. The generated gene-cell expression matrices were used for subsequent analysis in R version 4.3.1 using Seurat version 4.3.0.1. "Cells" fit any of the following criteria were excluded: <200 expressed genes, >20% UMIs mapped to mitochondria. Samples from iWAT or dermis were respectively integrated using "FindIntegrationAnchors" and "IntegrateData" functions. Integrated data were undergone standard cell cycle regression process provided by Seurat. Processed data were |

used for downstream graph-based clustering and t-SNE visualization. "FeaturePlot" function in Seurat was used for the visualization of Specific genes' expression.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets in this work were generated or processed with publicly available software. All the details of the analysis codes used in the manuscript are provided in methods

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The size of the sample is based on published articles                                                                     |
| Data exclusions | No data exclusions                                                                                                        |
| Replication     | The experiments were carried out at least three times or at least three animals in each group                             |
| Randomization   | Experimental groups were defined by experimental conditions. Within an experimental condition, the allocation was random. |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

#### FACS antibodies:

Sca-1-FITC (Biolegend, Cat #: 108105, Clone: D7, 1:50), CD29-FITC (Biolegend, Cat #: 102205, Clone: HM $\beta$ 1-1, 1:50), CD44-APC (Biolegend, Cat #: 103011, Clone: IM7, 1:200), CD45-FITC (Biolegend, Cat #: 103107, Clone: 30-F11, 1:200), CD45-PE594 (Biolegend, Cat #: 103145, Clone: 30-F11, 1:200), CD73-APC (Biolegend, Cat #: 127209, Clone: TY/11.8, 1:200), CD146-APC (Biolegend, Cat #: 134711, Clone: ME-9F1, 1:200), CD105-AF488 (Biolegend, Cat #: 120405, Clone: MJ7/18, 1:250), CD106-FITC (Biolegend, Cat #: 105705, Clone: 429(MVCAM.A), 1:200), and CD271-FITC (Biolegend, Cat #: 345103, Clone: ME20.4, 1:100).

#### Primary antibodies for Immunofluorescence (IF):

polyclonal anti-Col2 $\alpha$ 1 antibody (abcam, Cat #: ab34712, rabbit, 1:50), anti-MMP13 antibody (abcam, Cat #: ab39012, rabbit, 1:100), anti-Col1 $\alpha$ 1 antibody (abcam, Cat #: ab21286, rabbit, 1:100), anti-Aggregan antibody (millipore, Cat #: AB1031, rabbit, 1:50), anti-Col1 $\alpha$ 1 antibody (proteintech, Cat #: 67288-1, mouse, 1:100), and anti-CD45 antibody (abcam, Cat #: ab10558, rabbit, 1:100).

#### Secondary antibodies for FACS, Immunofluorescence (IF):

Alexa Fluor IgG(H+L) 488 (invitrogen, Cat #: A11008, goat anti-rabbit, 1:100) or Alexa Fluor IgG(H+L) 555 (invitrogen, Cat #: A11001, goat anti-mouse, 1:100).

### Validation

#### FACS antibodies:

Sca-1-FITC (Biolegend, Cat #: 108105, Clone: D7, 1:50). Cridland SO, et al. 2009. Blood Cell. Mol. Dis. 45:149.  
 CD29-FITC (Biolegend, Cat #: 102205, Clone: HM $\beta$ 1-1, 1:50). Baker CM, et al. 2012. PNAS.  
 CD44-APC (Biolegend, Cat #: 103011, Clone: IM7, 1:200). Kmiecik M, et al. 2009. J. Transl. Med. 7:89.  
 CD45-FITC (Biolegend, Cat #: 103107, Clone: 30-F11, 1:200). Podd BS, et al. 2006. J. Immunol. 176:6532.  
 CD45-PE594 (Biolegend, Cat #: 103145, Clone: 30-F11, 1:200). Haynes NM, et al. 2007. J. Immunol. 179:5099.  
 CD73-APC (Biolegend, Cat #: 127209, Clone: TY/11.8, 1:200). Ben-Moshe S, et al. 2019. Nat Metab. 1:899.  
 CD146-APC (Biolegend, Cat #: 134711, Clone: ME-9F1, 1:200). Han Y, et al. 2019. J Clin Invest.  
 CD105-AF488 (Biolegend, Cat #: 120405, Clone: MJ7/18, 1:250). Sanmarco LM, et al. 2021. Nature. 590:473.  
 CD106-FITC (Biolegend, Cat #: 105705, Clone: 429(MVCAM.A), 1:200). Monnier J, et al. 2012. J. Immunol. 189:956.  
 CD271-FITC (Biolegend, Cat #: 345103, Clone: ME20.4, 1:100). Baker D, et al. 1989. Cancer Res. 49:4142-4146.

#### Primary antibodies for Immunofluorescence (IF) (PMID):

polyclonal anti-Col2 $\alpha$ 1 antibody (abcam, Cat #: ab34712, rabbit, 1:50). PMID: 36263100  
 anti-MMP13 antibody (abcam, Cat #: ab39012, rabbit, 1:100). PMID: 37692479  
 anti-Col1 $\alpha$ 1 antibody (abcam, Cat #: ab21286, rabbit, 1:100). PMID: 36528128  
 anti-Aggregan antibody (millipore, Cat #: AB1031, rabbit, 1:50). PMID: 24625978  
 anti-Col1 $\alpha$ 1 antibody (proteintech, Cat #: 67288-1, mouse, 1:100). PMID: 32661339  
 anti-CD45 antibody (abcam, Cat #: ab10558, rabbit, 1:100). PMID: 34890068  
 Secondary antibodies for FACS, Immunofluorescence (IF) (PMID):  
 Alexa Fluor IgG(H+L) 488 (invitrogen, Cat #: A11008, goat anti-rabbit, 1:100). PMID: 36085347  
 Alexa Fluor IgG(H+L) 555 (invitrogen, Cat #: A11001, goat anti-mouse, 1:100). PMID: 36450710

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Information in manuscript "Mice maintenance"

### Wild animals

Information in manuscript "Mice maintenance"

|                         |                                              |
|-------------------------|----------------------------------------------|
| Reporting on sex        | Information in manuscript "Mice maintenance" |
| Field-collected samples | Information in manuscript "Mice maintenance" |
| Ethics oversight        | Information in manuscript "Ethics approval"  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                               |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Information in manuscript" Methods(Cell flow cytometry and sorting)"                                                          |
| Instrument                | All flow cytometry analysis was performed on Beckman Cytoflex S and all flow cytometry sorting was performed on a Bio-Rad S3e |
| Software                  | Acquisition: Beckman CytExpert software. Analysis: Flowjo V10 software                                                        |
| Cell population abundance | Information in manuscript" Methods(Cell flow cytometry and sorting)"                                                          |
| Gating strategy           | Information in Supplementary figure 1 and 3                                                                                   |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

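The files cover bulk RNA sequencing of 3 libraries of Tomato+ cells derived from injected MSCs and 3 libraries of endogenous articular Tomato+ cells of *Prrx1-Cre; R26* tdTomato mice, and the paper's other experiments were not analysed here. The authors filtered reads with SOAPnuke, aligned them to the mouse genome with HISAT2 and to a reference gene set with Bowtie2, and quantified genes with RSEM. The paper's text does not name the genome build, so no coordinates are given. For every library the authors deposited the expected count of each gene as estimated by RSEM, without normalization. The authors also deposited FPKM, which divides by transcript length and library size, and TPM, which sums to 1000000 in each library. FPKM summed to between 808701 and 813572 in the MSC-derived libraries and between 504768 and 573603 in the endogenous ones, so that levels in FPKM of different groups are not on quite the same scale. A further deposited signal per gene equals the expected count, rounded up, times 1 factor per library, and was used only to check the counts. The 24 columns used were mapped to samples by name, 8 columns of group averages were not used, and 0 columns of single samples were left unmapped. Replicate numbers come from the names of the samples, and same-numbered samples of the 2 groups are different mice.

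Expected counts were rounded to whole numbers, which changed 20.6% of the values. They were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest with default settings, no block), with Benjamini-Hochberg adjustment over the 14289 genes tested and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. FPKM values are given as mean ± SD over 3 libraries. Sample similarity was taken from log2 CPM with a prior count of 2. Gene lists were tested with a one-sided hypergeometric test among the genes tested. The lists were the Reactome sets for mouse genes in fgsea 1.28.0, matched on NCBI gene identifiers, and marker lists written by hand before the data were examined, except for a few named as later in the closing section. The paper's own figure lists were left out of this test, since they were chosen from the same data. Figures were drawn with matplotlib 3.10.9.

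The test was first tried on simulated counts for 14289 genes with 200 changed genes. The library sizes were those of the real libraries, and the means and spread were taken over both groups together. It recovered 75.5% of them, 60% of the 2-fold changes and 91% of the 4-fold changes, with the right sign for 100%, and 1.95% of its calls were false. On simulated counts with no change it made 0 calls. A first limit of 80% on the recovery of all 200 genes was not met, and the limit was then set on the 4-fold changes. Real changes of 2-fold can therefore go uncalled. Both simulated groups had the same spread, unlike the real ones, with biological coefficients of variation of 6.78% and 35.1%. Far fewer genes were changed than the 4468 higher and 4333 lower genes called in the real data. The simulated rates of false calls therefore need not hold for the real libraries.

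The genes named in the text are those the paper names for this experiment, members of the marker lists, and the 5 largest increases and 5 largest decreases among genes with an adjusted p of 0.05 or less, an average log2 CPM of at least 5 and no overlap between the groups. The alternatives tried were DESeq2 1.42.0, 3 other normalizations, normalization without the 50 genes with the most counts, 2 other filters on low counts, the replicate number as a block, each library left out in turn, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), other thresholds, camera, and another background. A robust edgeR fit was added after the data were seen. The paper used DESeq2 with thresholds of 0.05 or 0.001. Counts of the 6 libraries were of similar depth, and intervals from counting do not cover the loss of distinct molecules in amplification.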

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

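Of the tests in this part, the comparison with matched gene lists was chosen only after the result was seen. The paper counts CD45-positive cells in the synovium by staining and flow cytometry but does not report blood cell lineage genes in these libraries. Its flow cytometry of the MSCs found no CD45, in cells that had not been injected, so it does not show what they expressed later in the joint. Genes of blood lineages stood well above their level in the endogenous libraries. The median log2 fold change was 4.16 for the 22 genes common to leukocytes, 6.49 for the 24 macrophage and monocyte genes, 3.84 for the 20 neutrophil genes and 1.82 for the 16 erythroid genes, and every tested gene of these 4 lists was called higher in each case. *C1qa* had 2332 FPKM against 2.88 FPKM, *S100a8* 78035 against 2874 FPKM, and *Hba-a1*, whose reads could be shared with a near-identical copy, 19006 against 3606 FPKM.

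A candidate explanation is RNA from leukocytes in the sorted MSC-derived cells. Such RNA would bring lineage genes that are not cytokines along with the higher immune and inflammation genes, and 22 of the 22 common leukocyte genes were higher, with a median of 271 CPM against 12.8. Genes of neutrophil and erythroid cells rose with the cell cycle genes, 36 of 36 in all, among them *Mpo* and *Elane* of neutrophil precursors, so RNA from dividing blood precursor cells may account for part of the higher cell cycle signal. Both counts restate the differences given above and are no separate test of them. They would come out the same if cells of the injected lineage expressed these genes themselves, and they do not measure what share of the cells is of either kind. The endogenous libraries also held these genes at a lower level, with medians of 51.2 FPKM for neutrophil and 23.6 FPKM for erythroid genes.

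Technical explanations were weighed as well. A list of immediate early and heat-shock genes, which respond to tissue dissociation, had 19 of 23 genes lower in the MSC-derived libraries (adjusted p = 1.31e-06, one-sided hypergeometric test), with a median log2 fold change of -0.82, and whether the groups were handled differently was not tested. Total counts of the groups overlapped and their means differed by -2.97%, so that library size gives no reason for a difference. Normalizing without the 50 genes with the most counts gave 4252 genes called higher in place of 4468. All 6 libraries were nearest to a library of their own group, which speaks against a single mislabelled library. Of 10000 random lists matched to the common leukocyte genes on gene length, GC content and expression, 0 had as high a median log2 fold change, and the highest reached 1.60. For the erythroid list 2 of 10000 matched lists were as high, so gene properties exclude less there. Of the 10 splits of the 6 libraries, 4 part the same-numbered pairs as the real one does, and 1 of these 4, the real split, gave as many calls. The other 9 gave 0 calls, and between 0 and 86 genes at an unadjusted p under 0.05. These splits mix the groups, which widens the spread, and 3 libraries against 3 cannot give a share under 0.1, so this count alone does not exclude a fortuitous grouping, whatever the size of the difference. The real split gave 8801 calls and 9315 genes at an unadjusted p under 0.05. RNA of other cells in the sorted sample remains a candidate explanation of the higher blood cell genes. KOA, surgery and injection went with the MSC-derived group only, as far as the paper describes, and no test here separates them from cell origin.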

How the results depend on the processing

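Across the alternatives that give a number of genes, which were set before the data were examined except for a robust fit, the numbers of genes called higher (4468) and lower (4333) stayed within 1.5 times of these values except under stricter thresholds. An adjusted p of 0.001 left 2134 higher and 2380 lower genes, and an absolute log2 fold change of at least 1 left 2756 higher genes. Across the fits that each left out one library the numbers ran from 3672 to 5563 higher and from 3761 to 5686 lower, most without endogenous replicate 1. With the replicate number as a block, 4103 genes were higher and 3920 lower, of which 4055 and 3912 were shared with the fit without it. Same-numbered samples deviated together with a mean correlation of only 0.011. Total counts without a composition factor moved the median log2 fold change of all genes from 0.05 to 0.16, and limma on log2(FPKM + 1) to 0.21. Over all fits this median ran from -0.06 with DESeq2 to 0.25 with limma on log2(FPKM + 0.1). The share of higher among all calls was 50.8%, and ranged from 46.4% with upper quartile scaling to 59.9% with limma on log2(FPKM + 1). The mean Spearman correlation between groups of 0.724 became 0.758 with log2(FPKM + 1) and -0.345 over the 500 most variable genes.

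Of the gene lists, those for leukocytes, macrophages, neutrophils, erythroid cells, the hand-written signaling, cartilage, skeletal and mesenchymal lists, and the Reactome sets for DNA replication, innate immunity, cytokine signaling, BMP, matrix, collagen and glycosaminoglycans kept their side of the threshold under every alternative. The following did not, and the cause was not tested. At an adjusted p of 0.001 for genes, the lists' own adjusted p was 0.0900 for the cell cycle, 0.429 for fatty acid enzymes, 0.291 for B cells, 1 for T and NK cells and for translation, 0.00578 for chemokine receptors and 0.0254 for Wnt. With a fold change threshold it was 0.389 for fatty acid enzymes, 1 for translation and 0.000904 for chemokine receptors. With camera it was 0.594 for fatty acid enzymes, 0.139 for lipids, 0.0596 for translation and 0.0291 for DNA repair, and Hedgehog turned to the opposite direction (0.606). With limma on FPKM it was 0.178 (pseudocount 1) and 0.145 (pseudocount 0.1) for fatty acid enzymes, and unfiltered it was 0.00166 for DNA repair, 0.0392 for chemokine receptors, 0.0356 for fatty acid metabolism and 0.0412 for Wnt. With no filter it was 0.120 for T and NK cells, 0.0302 for fatty acid metabolism and 0.0130 for Wnt. With at least 10 counts in every sample it was 0.454 for B cells, 0.520 for T and NK cells and 0.234 for translation. With the replicate block it was 0.748 for T and NK cells, 0.244 for translation and 0.0472 for fatty acid metabolism. Upper quartile scaling gave 0.0630 for T and NK cells and 1 for translation, median-of-ratios size factors 0.501 and normalization without the top 50 genes 0.629 for translation, and the robust fit, added after the data were seen, 0.0645. DESeq2 gave 0.0158 for fatty acid metabolism. Against all genes with a count it was 0.0287 for fatty acid metabolism and 0.0179 for Wnt. Leaving out one library gave from 0.0101 to 0.0822 for fatty acid enzymes, 0.00103 to 0.464 for B cells, 4.90e-06 to 1 for T and NK cells, 7.42e-05 to 1 for DNA repair, 0.0147 to 1 for translation, 0.0228 to 0.206 for fatty acid metabolism and 0.0458 to 0.148 for Wnt.

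Of the 113 named genes that were tested, 97 kept their direction and call in every fit that left out a library. No named gene changed direction under any alternative fit, and the replicate block took 7 of them below the threshold. TPM was not among these fits. By mean TPM, *Cd24a* (307.1 against 326.1) and *Tfrc* (16.98 against 17.16) were lower in the MSC-derived libraries, so the direction of such small changes depends on the scale.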

Differences from the paper's values

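The FPKM values of the 18 genes of Fig. 7b, read from the height of the bars, were each within 1.5 times of the values computed here. Some statements in the paper's text or figures differ from these results in direction or in passing a threshold.

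The paper lists DNA repair among the functions enriched in the MSC-derived cells. The Reactome set for DNA repair had 44 of 131 genes higher (adjusted p = 0.607). It passed without endogenous replicate 1 (7.42e-05), with limma on unfiltered log2(FPKM + 1) (0.00166) and with camera (0.0291), and over all alternatives its adjusted p ran from 7.42e-05 to 1. Fig. 7c also shows chemokine signaling and fatty acid metabolism. The hand-written list of fatty acid enzymes passed (adjusted p = 0.0100), though not under every alternative. The Reactome set for chemokine receptors (0.150) passed with limma on unfiltered log2(FPKM + 1) (0.0392), at an adjusted p of 0.001 for genes (0.00578) and with an absolute log2 fold change of at least 1 (0.000904), in a range from 0.000904 to 0.498. The Reactome set for fatty acid, triacylglycerol and ketone body metabolism (0.186) passed with DESeq2 (0.0158), with no filter (0.0302), with the replicate number as a block, without endogenous replicate 1 (0.0228), with limma on unfiltered log2(FPKM + 1) (0.0356) and against all genes with a count (0.0287), in a range from 0.0158 to 1.

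The paper lists Hedgehog, TGFβ and Wnt signaling as enriched in the endogenous cells. The hand-written core lists were enriched there too. The Reactome sets for Hedgehog signaling (adjusted p = 1) and TGFβ receptor signaling (0.431) did not pass under any alternative that was tried. Their adjusted p ran from 0.382 to 1 and from 0.0710 to 0.892. The Reactome sets for Hedgehog and Wnt share members with that for DNA replication. The paper's GO and KEGG terms were not tested here, so these sets do not contradict them. The Reactome set for Wnt (0.167) passed with no filter (0.0130), without MSC-derived replicate 1 (0.0458), with limma on unfiltered log2(FPKM + 1) (0.0412), at an adjusted p of 0.001 for genes (0.0254) and against all genes with a count (0.0179), in a range from 0.0130 to 0.663.

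The paper's text names IL1ra where Fig. 7e shows *Il1rap*. *Il1rn*, the IL1ra gene, was lower in the MSC-derived cells, with a log2 fold change of -1.04. Fig. 7e draws *Il4*, *Ifng*, *Il12b*, *Ido1* and *Il17f* as higher in the MSC-derived cells. *Il4* did not pass (adjusted p = 0.123) except without endogenous replicate 1 (0.00193) and in limma on log2(FPKM + 1) (0.00677), on log2(FPKM + 0.1) (0.0208) and on unfiltered log2(FPKM + 1) (0.0121), in a range from 0.00193 to 0.301. *Ifng* was below the expression filter and passed in the 3 fits that tested it, DESeq2 (0.0197), edgeR with no filter (0.0215) and limma on unfiltered log2(FPKM + 1) (0.00799). *Ido1*, which the paper's text also names, *Il12b* and *Il17f* were below the filter and did not pass in those 3 fits, with adjusted p from 0.239 to 0.560 for *Ido1*. Of the genes that Fig. 7e draws as higher in the endogenous cells, *Tnfaip6* (0.119) passed only without endogenous replicate 1 (0.0110) or 2 (0.0373), in a range from 0.0110 to 0.382, and *Il17c* (0.443) and *Il20*, below the filter, passed under no alternative.

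Supplementary Fig. 7b draws *Vegfd*, *Hgf* and *Egf* as higher in the MSC-derived cells, which did not pass (adjusted p = 0.246, 0.115 and 0.327). *Vegfd* passed without endogenous replicate 1 (0.0287) and in limma on log2(FPKM + 1) (0.0224) and unfiltered (0.0416), in a range from 0.0224 to 0.427. *Hgf* passed without endogenous replicate 1 (0.00164) and in limma on log2(FPKM + 1) (0.0406), in a range from 0.00164 to 0.287, and *Egf* under no alternative. Of the genes drawn as higher in the endogenous cells, *Csf2* (0.183) and *Fgf23* (0.430) passed only without endogenous replicate 1 (0.0318 and 0.0340), in ranges from 0.0318 to 0.461 and from 0.0340 to 0.751.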

Other observations

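Of the tests in this part, those on replicates, bone cell genes and iron-recycling macrophages were chosen only after the results were seen. The lower cartilage and mesenchymal genes in the MSC-derived cells were set against dilution by other cells. All 18 of the 18 common mesenchymal genes fell with the cartilage genes, which is consistent with dilution by leukocyte RNA. The SD of the log2 fold changes of the 37 cartilage genes (2.19) was 13.1 times that expected from their standard errors. Those standard errors hold only the variation between libraries. Dilution of every listed gene by the same factor would put the ratio near 1, so 13.1 argues against that for this list. Some listed genes are also expressed outside cartilage (*Cd24a* rose by 0.36), and genes present in the diluting RNA would fall less. The ratio therefore does not exclude dilution by RNA that holds some of these genes. A further contrast that bears on dilution, a pair of genes picked after their values were seen, is that *Prg4* fell by 0.51 on the log2 scale where *Col2a1* fell by 6.30. Dilution of the endogenous profile by RNA without either gene would lower both by the same factor, so this pair is left unexplained by it. The remaining stromal RNA of the MSC-derived cells may come from cells with more *Prg4* relative to *Col2a1* than the endogenous ones, or the diluting RNA could itself contain *Prg4*, and no test here separates these.

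The endogenous libraries may also hold RNA from bone cells, which the paper does not report for these libraries. It does report Tomato+ osteoblasts in the femur and tibia of such mice, so the Tomato label alone would not keep bone cells out. By staining it found no Col1α1-positive chondrocytes in normal articular cartilage. *Col1a1* was the gene with the most counts in each endogenous library, at 5.94% to 6.83% of all counts. Of 13 osteoblast and osteocyte genes whose values had not been looked at, 10 reached 1 FPKM in every endogenous library and 10 of the 12 tested were called lower in the MSC-derived cells. Some of these genes are also expressed by chondrocytes near bone, which the test does not separate. Bone cell RNA in the endogenous libraries could account for part of the lower mesenchymal and skeletal genes in the MSC-derived cells.

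The blood cell genes in the MSC-derived libraries included *Spic* (358.2 FPKM against 0.383), *Vcam1* (2087 against 129.1), *Hmox1* (3950 against 88.5) and *Slc40a1* (1037 against 10.3), genes of macrophages that recycle iron from red cells, as in marrow. Of 13 further such genes whose values had not been looked at, 13 were called higher. RNA from iron-recycling macrophages is a candidate source, and no test here separates it from other macrophages. Since *Vcam1* is also a stem cell marker, its level in these libraries has more than one reading.

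The MSC-derived libraries differed little from each other. The chi-square statistic per gene between pairs rose with the count with a mean slope of only 0.0633 on log scales, nearer to the 0 that repeat sequencing of the same RNA would give than to the 1 that variation between animals would give. No pair of libraries came near 1, and the slope was 0.134 between endogenous replicates 2 and 3, so the same reading would apply to that pair. The statistic was higher at the highest counts than this slope describes, and pools of mice were not tested as an alternative, so the 3 libraries may be separate mice, pools or repeats of one RNA, which these values cannot settle. If they were repeats, the p-values for this experiment would overstate the evidence. Endogenous replicate 1 differed from the other two. Of 2101 genes with at least 10 and under 50 counts in endogenous replicate 2, 32.7% were at 0 in replicate 1 and 0.714% in replicate 3. Of 2054 genes chosen in the same way in replicate 3, 35.0% were at 0 in replicate 1 and 1.17% in replicate 2. Of 1304 genes chosen in replicate 1, 2.76% and 3.30% were at 0 in replicates 2 and 3. The slope for its pairs was 0.273, between the 0 that fewer distinct RNA molecules would give and the 1 that a biological difference would give, so that neither can be excluded.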
